# Vitamin B2 enables regulation of fasting glucose availability

**DOI:** 10.7554/eLife.84077

**Published:** 2023-07-07

**Authors:** Peter M Masschelin, Pradip Saha, Scott A Ochsner, Aaron R Cox, Kang Ho Kim, Jessica B Felix, Robert Sharp, Xin Li, Lin Tan, Jun Hyoung Park, Liping Wang, Vasanta Putluri, Philip L Lorenzi, Alli M Nuotio-Antar, Zheng Sun, Benny Abraham Kaipparettu, Nagireddy Putluri, David D Moore, Scott A Summers, Neil J McKenna, Sean M Hartig

**Keywords:** nuclear receptor, FAD, inborn errors of metabolism, gluconeogenesis, metabolism, Mouse

## Abstract

Flavin adenine dinucleotide (FAD) interacts with flavoproteins to mediate oxidation-reduction reactions required for cellular energy demands. Not surprisingly, mutations that alter FAD binding to flavoproteins cause rare inborn errors of metabolism (IEMs) that disrupt liver function and render fasting intolerance, hepatic steatosis, and lipodystrophy. In our study, depleting FAD pools in mice with a vitamin B2-deficient diet (B2D) caused phenotypes associated with organic acidemias and other IEMs, including reduced body weight, hypoglycemia, and fatty liver disease. Integrated discovery approaches revealed B2D tempered fasting activation of target genes for the nuclear receptor PPARα, including those required for gluconeogenesis. We also found PPARα knockdown in the liver recapitulated B2D effects on glucose excursion and fatty liver disease in mice. Finally, treatment with the PPARα agonist fenofibrate activated the integrated stress response and refilled amino acid substrates to rescue fasting glucose availability and overcome B2D phenotypes. These findings identify metabolic responses to FAD availability and nominate strategies for the management of organic acidemias and other rare IEMs.

## Introduction

Flavin mononucleotide (FMN) and flavin adenine dinucleotide (FAD) serve as essential cofactors for diverse proteins that mediate oxidation-reduction (redox) reactions, transcriptional regulation, and metabolism (Powers, 2003). In particular, FAD supports the activity of flavoproteins that enable the electron transport chain (ETC), the tricarboxylic acid (TCA) cycle, and fatty acid oxidation (FAO). Along these lines, mutations occurring in more than 50% of human flavoproteins cause inborn errors of metabolism (IEMs) with heterogeneous clinical presentations frequently characterized by organic acidemia, fasting intolerance, and fatty liver disease (Balasubramaniam et al., 2019). Compared to the more well-understood roles of nicotinamide adenine dinucleotide (NAD), the physiological relevance of FAD has remained largely ignored. This gap in knowledge slows the pursuit of therapeutic strategies to treat IEM and leaves fundamental energy balance roles for FAD unresolved.

The liver coordinates whole-body metabolism during fasting by releasing glucose and other fuels to spare the brain and survive low-nutrient conditions. Nuclear receptors sense and receive the signals of nutrient abundance in the liver to perform precise regulation of genes that ultimately maintain the energetic needs of the FAO and amino acid catabolism pathways serving gluconeogenesis (Scholtes and Giguère, 2022). Among nuclear receptors, peroxisome proliferator-activated receptor a (PPARα) modulates fasting responses and pivots hepatocytes toward conservation and recycled substrates to sustain energy production. NAD can activate nuclear receptor co-activators in the liver for gluconeogenesis (Rodgers et al., 2005). However, the role of FAD as a bridging molecule for metabolic reactions and transcriptional regulation of energy balance are almost completely unknown. Synthetic PPARα agonists promote FAO by directing the activity of pathways for balanced lipid metabolism in the liver, which consequently supported a series of FDA-approved fibrate drugs for the treatment of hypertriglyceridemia (Jackevicius et al., 2011). The lipid-lowering properties of bezafibrate and fenofibrate motivated preclinical studies (Steele et al., 2020; Waskowicz et al., 2019; Yavarow et al., 2020) that form ongoing efforts to overcome the limited armament of therapies for IEMs.

Nutrition impacts FAD availability for the organism and dietary riboflavin (vitamin B2) supplies the backbone for all FAD and FMN synthesis. Riboflavin deficiency gives rise to abnormal development and energy balance disorders. Low riboflavin also occurs in more broadly observed diseases including cancer (Kabat et al., 2008; Powers, 2005), HIV (Beach et al., 1992; Fouty et al., 1998), and cardiovascular disease (Tzoulaki et al., 2012). Thus, models that expand how FAD requirements form the regulatory environment for metabolic homeostasis provide opportunities for preclinical experiments and studies of fundamental nutrient-sensing and disease mechanisms. Here, we define the outcomes of vitamin B2 depletion resembling IEMs of flavoprotein deficiency and transcriptional pathways that preserve glucose availability in fasted mice.

## Results

### Riboflavin deficiency alters body composition and energy expenditure

In mammals, diet furnishes vitamin B2 to synthesize all the FAD for electron transfer in the mitochondria and redox reactions required for cellular homeostasis (Powers, 2003). Among key metabolic organs, ad libitum FAD levels were highest in the liver, heart, and kidney (Figure 1a). To study how FAD depletion influences energy balance, we exposed male mice to vitamin B2-deficient (B2D) or control diets for 4 wk and performed metabolic phenotyping (Figure 1b). We found that 99% B2D was sufficient to reduce liver FAD levels by 70% (Figure 1c). Moreover, B2D significantly blunted weight gain (Figure 1d and e), and body composition measurements showed B2D also reduced fat mass (Figure 1f). When we examined the contribution of B2 to energy expenditure, we were surprised the stunted body weight phenotype of B2D did not arise from higher oxygen consumption or canonical markers of brown adipose tissue thermogenesis (Figure 1—figure supplement 1). B2D strongly reduced oxygen consumption (Figure 1g), but substrate preference was unchanged (Figure 1h). Animals moved less during nighttime measurements (Figure 1i). In absolute terms, B2D-fed mice consumed the same amount of food as controls (Figure 1j). Female mice exposed to B2D also showed reduced body weight gain and locomotory activity with trends toward lower oxygen consumption in the night phase (Figure 1—figure supplement 2). In contrast to B2D, reducing riboflavin in the diet by 90% did not impact liver FAD levels nor influence energy balance (Figure 1—figure supplement 3). These results identify B2 requirements that make FAD available for energy expenditure requirements and body weight in male and female mice.

**Figure 1.**
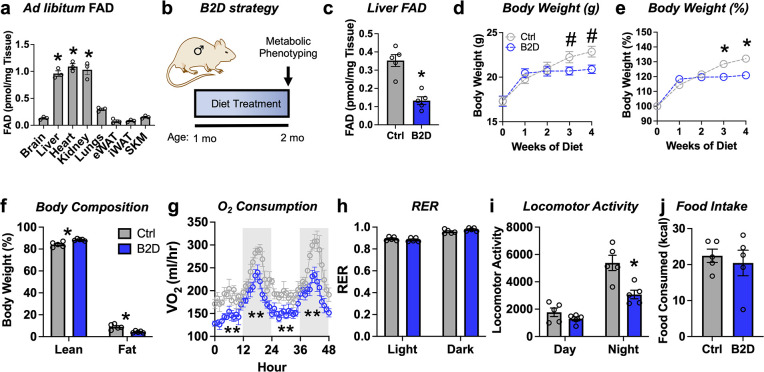
Riboflavin deficiency alters body composition and energy expenditure. (**a**) Ad libitum flavin adenine dinucleotide (FAD) concentrations measured from male WT mice (n = 3). (**b**) One-month-old male mice (n = 5 per group) were exposed to 99% vitamin B2-deficient diet (B2D) or isocaloric control diet (Ctrl) for 1 mo, followed by metabolic phenotyping. (**c**) FAD concentrations in the fasted liver. (**d**) Body weight (g), (**e**) % body weight gain and (**f**) body composition (% of body mass). Mice were individually housed and monitored in CLAMS-HC. (**g**) Recorded traces of oxygen consumption (VO_2_), (**h**) respiratory exchange ratio (RER), (**i**) locomotor activity, and (**j**) cumulative food intake during dark (gray) and light (white) periods in the metabolic cages. One-way ANOVA with Sidak multiple-comparison tests was used for (**a**). Liver, heart, and kidney show statistically higher FAD levels versus other tissues. Other statistical analyses include two-way ANOVA with Sidak multiple-comparison tests for body weight (**d, e**) and body composition (fat and lean mass%) by Mann–Whitney for Ctrl v. B2D (**f**). Statistical analysis of CLAMS data was performed by ANCOVA with lean body mass as a co-variate (**g–j**). Data are represented as mean ± SEM. #p<0.10, *p<0.05, **p<0.02. Numerical data for individual panels are provided in Figure 1—source data 1. Figure 1—source data 1.Numerical data presented in Figure 1.Excel spreadsheet containing raw data for panels presented in the figure.

**Figure 1—figure supplement 1.**
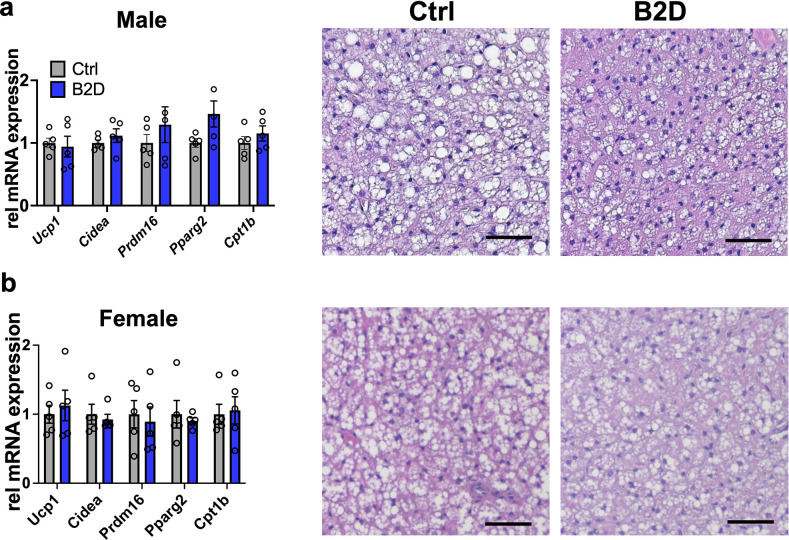
Effects of 99% riboflavin deficiency on brown adipose tissue (BAT) in male and female mice. Analysis of BAT gene expression and tissue morphology (H/E) for (**a**) male and (**b**) female mice fed 99% vitamin B2-deficient diet (B2D) or isocaloric control diet (Ctrl) for 4 wk. Scale bar is 50 μm for BAT morphology. *Tbp* served as the invariant control for gene expression measurements. Statistical analysis of gene expression was performed by Mann–Whitney test for (**a**) and (**b**). Data are represented as mean ± SEM. Numerical data for individual panels are provided in Figure 1—figure supplement 1—source data 1. Figure 1—figure supplement 1—source data 1.Numerical data presented in Figure 1—figure supplement 1.Excel spreadsheet containing raw data for panels presented in the figure.

**Figure 1—figure supplement 2.**
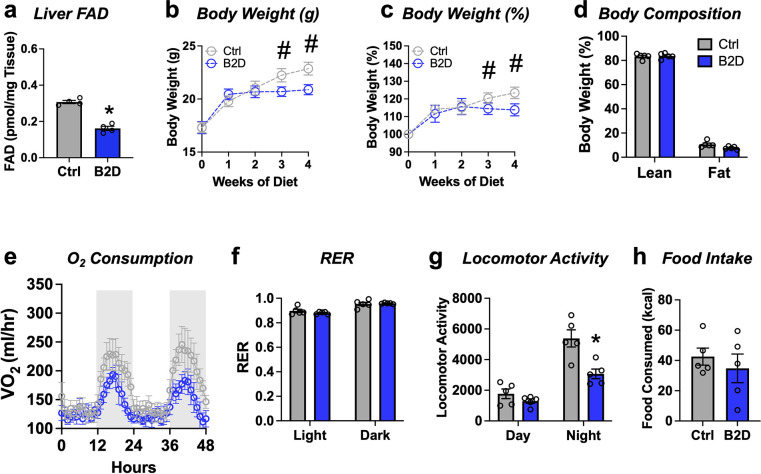
Metabolic effects of 99% riboflavin deficiency in female mice. One-month-old female mice (n = 5 per group) were exposed to 99% vitamin B2-deficient diet (B2D) or isocaloric control diet (Ctrl) for 1 mo, followed by metabolic phenotyping. (**a**) Flavin adenine dinucleotide (FAD) concentrations in the fasted liver. (**b**) Body weight (g), (**c**) % body weight gain and (**d**) body composition (% of body mass). Mice were individually housed and monitored in CLAMS-HC. (**e**) Recorded traces of oxygen consumption (VO_2_), (**f**) Respiratory exchange ratio (RER), (**g**) locomotor activity, and (**h**) cumulative food intake during dark (gray) and light (white) periods in the metabolic cages. Statistical analyses are Mann–Whitney test (**a**), two-way ANOVA with Sidak multiple-comparison tests (**b, c**), body composition (fat and lean mass%) by Mann-Whitney for Ctrl vs. B2D (**d**), CLAMS by ANCOVA with lean body mass as a co-variate (**e–h**). Data are represented as mean ± SEM. #p<0.10. Numerical data for individual panels are provided in Figure 1—figure supplement 2—source data 1. Figure 1—figure supplement 2—source data 1.Numerical data presented in Figure 1—figure supplement 2.Excel spreadsheet containing raw data for panels presented in the figure.

**Figure 1—figure supplement 3.**
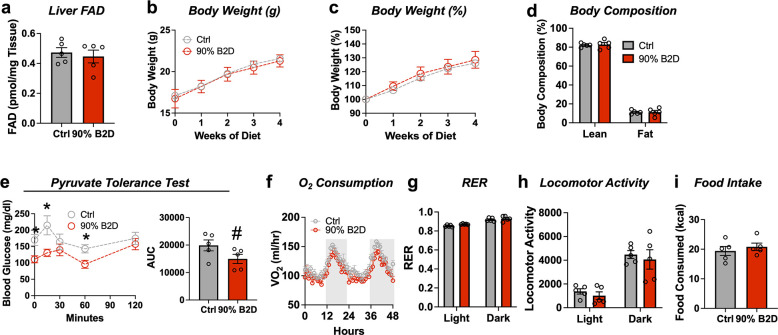
Metabolic effects of 90% riboflavin deficiency in mice. One-month-old male mice (n = 5 per group) were exposed to 90% vitamin B2-deficient diet (B2D) or isocaloric control diet (Ctrl) for 1 mo, followed by metabolic phenotyping. (**a**) Flavin adenine dinucleotide (FAD) concentrations in the fasted liver. (**b**) Body weight (g), (**c**) % body weight gain and (**d**) body composition (% of body mass). (**e**) Blood glucose excursion in 90% B2D or Ctrl mice during pyruvate tolerance tests (n = 5). Mice were individually housed and monitored in CLAMS-HC. (**f**) Recorded traces of oxygen consumption (VO_2_), (**g**) Respiratory exchange ratio (RER), (**h**) locomotor activity, and (**i**) cumulative food intake during dark (gray) and light (white) periods in the metabolic cages. Statistical analyses are body weight by two-way ANOVA with Sidak multiple-comparison tests (**b, c**), body composition (fat and lean mass%) by Mann–Whitney for Ctrl vs. 90%B2D, pyruvate tolerance test (**e**) by two-way ANOVA with Sidak multiple-comparison tests and area under the curve (AUC) by Mann–Whitney test, CLAMS by ANCOVA with lean body mass as a co-variate (**f–i**). Data are represented as mean ± SEM. *p<0.05. Numerical data for individual panels are provided in Figure 1—figure supplement 3—source data 1. Figure 1—figure supplement 3—source data 1.Numerical data presented in Figure 1—figure supplement 3.Excel spreadsheet containing raw data for panels presented in the figure.

### FAD is required for hepatic glucose production during fasting

Common clinical phenotypes of flavoprotein and nutritional riboflavin depletion disorders include fasting intolerance and hypoglycemia derived from impaired liver glucose production and metabolic flexibility (Houten et al., 2016). We found that liver FAD displayed circadian accumulation (Patel et al., 2012) coinciding with the onset of gluconeogenesis (ZT12) that occurs before the active period for mice (Figure 2a). Follow-up experiments also demonstrated re-feeding mice after 16 hr of fasting raised blood glucose levels (Figure 2b), but depleted liver FAD concentrations (Figure 2c). We next sought to understand whether the changes in FAD that occur in the mouse liver during B2D affected gluconeogenesis using multiple in vivo methods. After 4 wk of B2D, we subjected mice to a pyruvate tolerance test (PTT) after an overnight fast. Consistent with impaired gluconeogenesis from pyruvate, blood glucose concentrations were lower in B2D conditions compared with control diets at all times during the PTT (Figure 2d). Further plasma analysis established trends toward higher fasting concentrations of lactate, triglycerides (TG), free fatty acids (FFAs), and ketone bodies (Figure 2—source data 2). To further determine the effects of B2D on gluconeogenesis in vivo, we measured basal liver glucose production using an intravenous infusion of radiolabeled glucose in awake mice (Chopra et al., 2008; Saha et al., 2004). In a liver-specific way, B2D suppressed in vivo hepatic basal glucose production inferred from ^3^H-glucose infusions into fasted mice (Figure 2e). Steady-state basal glucose production rates were reached within 1 hr of infusion (Figure 2e’) and B2D reduced average rates by more than 50% (Figure 2e”). These data indicate that FAD depletion directly affects liver glucose metabolism.

**Figure 2.**
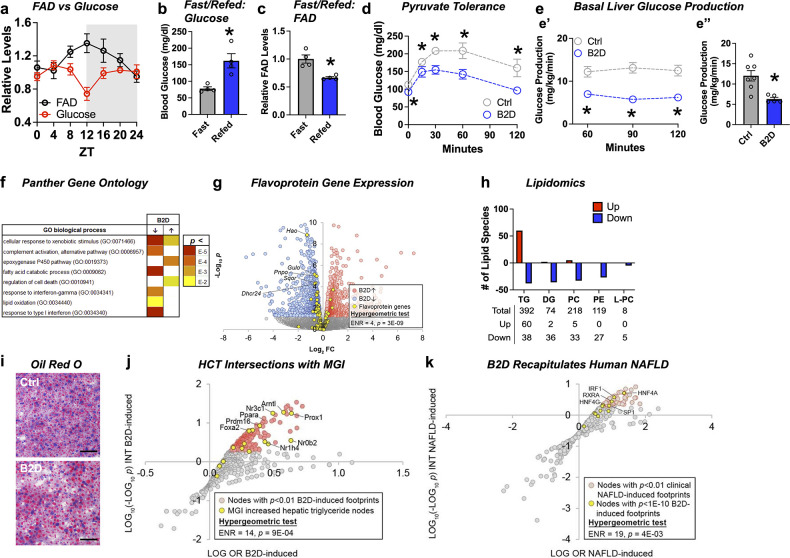
Liver glucose production requires bioavailable riboflavin. (**a**) Liver flavin adenine dinucleotide (FAD) and glucose levels across light/dark cycles (Zeitgeber Time, ZT) in male mice. Overnight (16 hr) fasting and re-fed (6 hr) (**b**) blood glucose and (**c**) liver FAD levels from male WT mice (n = 4). (**d**) Blood glucose excursion during pyruvate tolerance tests (n = 5 per group). (**e**) Basal glucose production was measured in fasted (18 hr) conscious mice (n = 5 vitamin B2-deficient diet [B2D] or n = 7 Ctrl) using constant rate of intravenous infusion (0.1 uCi/min) of [3-^3^H]-glucose using a through a surgically implanted catheter in jugular vein. Whole-body basal glucose production rates (mg/kg/min) were calculated by dividing the [3-^3^H] glucose infusion rate by the plasma glucose-specific activity corrected to the body weight. (**e’**) Steady-state rates were reached within 1 hr of infusion. (**e’’**) Basal hepatic glucose production averaged across the three sampling times. (**f**) RNA-seq coupled with Panther Gene Ontology analysis identified pathways altered by B2D in the liver (n = 5 independent animals/diet). (**g**) Volcano plot depicting expression levels of flavoprotein genes (yellow) after B2D compared to control. (**h**) Lipidomic analysis of Ctrl and B2D (n = 5 per group). This analysis identified triglycerides significantly (p<0.05) increased in B2D versus Ctrl fed mice. (**i**) Representative Oil-Red-O stained liver sections from B2D or Ctrl. Scale bar 50 μm. (**j**) Enrichment of nodes encoded by genes that map to Mouse Genome Informatics (MGI) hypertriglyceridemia phenotypes among nodes with significant HCT intersections with B2D-induced genes. (**k**) Overlap of B2D-enriched nodes with nodes enriched in the human non-alcoholic fatty liver disease (NAFLD) gene expression consensome. The human NAFLD gene expression consensome ranks 18,162 genes based on their discovery across publicly archived clinical NAFLD case/control transcriptomic datasets. Statistical significance (*p<0.05) calculated by Mann–Whitney (**b, c, e”**) or two-way ANOVA with Sidak multiple-comparison test (**d, e’**). Statistical enrichment shown by hypergeometric test for (**j, k**). Data are represented as mean ± SEM. Numerical data for individual panels are provided in Figure 2—source data 1. Serum parameters in and liver lipid measurements are provided in Figure 2—source data 2 and Figure 2—source data 3, respectively. Figure 2—source data 1.Numerical data presented in Figure 2.Excel spreadsheet containing raw data for panels presented in the figure. Figure 2—source data 2.Serum parameters in vitamin B2-deficient diet (B2D) interventions.Data are mean ± SEM. The number of animals in each group is indicated in parentheses. Statistical significance (p) was determined by Mann-Whitney tests. Figure 2—source data 3.Liver triglycerides and cholesterol in vitamin B2-deficient diet (B2D) interventions.Data are mean ± SEM. The number of animals in each group is indicated in parentheses. Statistical significance (p) was determined by Mann–Whitney tests.

To explore molecular outcomes of riboflavin depletion, we used RNA-seq to identify biologically cohesive gene programs of B2D in the liver. 

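Liver RNA was sequenced from 5 male C57BL/6J mice fed the control diet (Ctrl) and 5 fed the 99% riboflavin-deficient diet (B2D) for 4 wk and fasted overnight, with 1 library per mouse. The authors aligned the reads to the mouse genome with STAR, counted them per gene with featureCounts, and deposited a table of FPKM (fragments per kilobase of gene, scaled for library size) for 54532 genes, listed by Ensembl identifier with coordinates on GRCm38. In every library, 100% of the FPKM values multiplied by the gene's length were whole multiples of a single step, which gave the number of reads behind each value. Between 17134133 and 21266792 reads (median 19060220) were counted on genes in the Ctrl libraries and between 15320729 and 19598461 (median 18367929) in the B2D libraries. The library sizes by which the authors divided these reads were those given by median-of-ratios scaling across the 10 libraries of the table, so values were tested only within it. Pearson correlations of log2(FPKM + 1) between mice of the same diet were between 0.975 and 0.987 in Ctrl and between 0.955 and 0.980 in B2D, and no pair of libraries was identical. Mice are numbered within each group in the order of their numbers in the table, from Ctrl 1 to Ctrl 5 and from B2D 1 to B2D 5.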

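B2D was compared with Ctrl by limma, with a trend in the variance, on log2(FPKM + 1) of the 11574 genes with a mean FPKM of at least 0.5. All log2 fold changes are on this log2(FPKM + 1) scale, which understates the change of genes with low FPKM. At a Benjamini-Hochberg adjusted p under 0.05, 224 genes were lower and 89 higher in B2D, 313 in all. Every B2D mouse was below every Ctrl mouse for 335 genes and above for 241, together 4.98% of the genes tested against 0.794% by chance, and such a separation has an exact permutation p of 0.00794, the smallest that 5 mice against 5 allow. The count of genes moved most with the multiple-testing adjustment, to 2124 genes at an unadjusted p under 0.05. It also depended on single mice: the 10 fits that each left out 1 library gave from 98 to 332 genes, with 98 without Ctrl 4, 97 of them among the 313.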

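Among named protein-coding genes past the threshold whose diets did not overlap, the largest falls in B2D were those of Mup14, Mup7, Serpina1e, Hsd3b5 and Mup20, with log2 fold changes from -4.77 for Mup14 to -3.14 for Mup20. The largest rises included 4.66 for Cyp2b9, 1.93 for Mt1, 1.89 for Lepr and 1.82 for Cyp2b10. The Mup, Serpina1, Hsd3b and Cyp2b genes have near-identical copies among which the authors' counting could have split reads, so their single values are uncertain. In addition, the limma adjusted p rose to 0.0583 for Mup7 without Ctrl 2 and to 0.0753 for Cyp2b10 without Ctrl 4, while the others named here passed in all 10 fits that left out a library. All of these genes but Mt1 and Lepr are on lists of genes with different levels in male and female mouse liver, which were written after the data were seen. Lepr (ENSMUSG00000057722), which encodes the leptin receptor, lies on chromosome 4 of GRCm38 from 101717404 to 101815352. Its FPKM was 10.7 ± 3.89 (SD, n = 5 mice) in Ctrl and 44.3 ± 24.7 (SD, n = 5) in B2D, with a standard error of 0.316 on the log2 fold change and a limma adjusted p of 0.0112 after Benjamini-Hochberg adjustment.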

Consistent with known roles of FAD in FAO, pathways related to fatty acid catabolism and lipid oxidation were strongly repressed in response to B2D (Figure 2f). 

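The GO terms of Figure 2f were not used here, and 14 lists of liver genes were tested in their place by camera in limma, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over the lists. Of 61 tested genes of fatty acid oxidation, 43 were lower and 18 higher in B2D, with a median log2 fold change of -0.10 (limma camera adjusted p = 0.0248). Adjusted over all genes tested, 1 of these genes passed, Amacr, which encodes alpha-methylacyl-CoA racemase and lies on chromosome 15 of GRCm38 from 10981756 to 10996626. Its FPKM fell from 73.7 ± 8.48 (SD, n = 5) to 51.6 ± 4.01 (SD, n = 5), a log2 fold change of -0.50 (standard error 0.107, limma adjusted p = 0.0326), and the adjusted p was 0.0967 without Ctrl 4. Adjusted over the list alone, 3 genes were lower and 2 higher. The list moved most after quantile normalization, to a median of -0.012 and a camera adjusted p of 0.902, within a range of 7.82e-04 to 0.902 over its alternatives. It also lost its call without B2D 1 (0.119), B2D 2 (0.0627) or B2D 5 (0.112), and 32 of 100 splits of the 10 mice gave a camera p as small. Highly expressed genes were lower in general, since the 849 genes with a mean FPKM of at least 50 had a median log2 fold change of -0.11, which became 0.016 after quantile normalization.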

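Complement genes were lower in B2D for 29 of 34 genes, with a median log2 fold change of -0.27 (limma camera adjusted p = 5.45e-08, 4 of 100 splits as small). Of the complement genes, 6 passed over all genes tested, against 12 lower and 1 higher adjusted over the list alone. The smallest adjusted p belonged to C4bp, on chromosome 1 of GRCm38 from 130634773 to 130661632, whose FPKM went from 76.9 ± 14.3 (SD, n = 5) to 42.2 ± 5.15 (SD, n = 5), a log2 fold change of -0.84 (limma adjusted p = 0.0109). C8a, which is also on the list of genes higher in male liver, had a log2 fold change of -1.34 and an adjusted p of 0.0174, or 0.0581 in limma without Ctrl 2. For the interferon response, 74 of 80 genes were lower, with a median of -0.28 (limma camera adjusted p = 4.99e-15, 3 of 100 splits as small). Of the interferon genes, 11 passed over all genes or 30 adjusted over the list alone, none of them higher. Rtp4 (chromosome 16 of GRCm38 from 23520291 to 23614222) had the smallest adjusted p of these, with 6.03 ± 0.639 FPKM in Ctrl, 2.68 ± 0.738 in B2D (SD, n = 5 each) and a log2 fold change of -0.95 (limma adjusted p = 0.00557). Genes of cytochrome P450 and xenobiotic metabolism moved both ways, 40 lower and 35 higher of 75, with a median of -0.13 that was 0.0074 after quantile normalization. Their camera adjusted p in limma was 0.0624, with a range of 0.0116 to 0.713 over the alternatives. It passed after upper-quartile rescaling (0.0383) and without Ctrl 1 (0.0172), Ctrl 3 (0.0116), B2D 3 (0.0147) or B2D 4 (0.0245). Over all genes 8 P450 and xenobiotic genes passed lower and 3 higher (Cyp2b9 and Cyp2b10 among them), and adjusted over the list alone 17 and 8. Of the 10 lists past the threshold under camera, 3 held under limma's fry test (interferon response, complement and hypoxia) and 0 with a correlation estimated from the data, where the smallest adjusted p was 0.128 and 3 lists had an unadjusted p under 0.05. The paper relates the repression of fatty acid catabolism and lipid oxidation to the known roles of FAD in fatty acid oxidation.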

Among the B2D-repressed genes annotated to the GO fatty acid catabolism pathway, we noted several encoded flavoproteins whose loss-of-function cause rare organic acidemias, including *Sqor* (Friederich et al., 2020) and *Ivd* (Vockley and Ensenauer, 2006). 

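Sqor (ENSMUSG00000005803), which encodes the mitochondrial sulfide quinone oxidoreductase, lies on chromosome 2 of GRCm38 from 122765237 to 122809569. Its FPKM was 25.0 ± 1.98 (SD, n = 5 mice) in Ctrl and 16.6 ± 2.87 (SD, n = 5) in B2D, from 1742 to 2141 reads and from 809 to 1472 reads per library. The log2 fold change was -0.58 (standard error 0.128), with an adjusted p of 0.0367 from limma with Benjamini-Hochberg adjustment, and no B2D mouse reached the level of a Ctrl mouse. B2D 2, at 11.6 FPKM, lay apart from the other four B2D mice. With each mouse left out in turn the log2 fold change stayed between -0.63 and -0.46, but the limma adjusted p passed in 4 of the 10 fits and reached 0.105 without Ctrl 4.

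Ivd (ENSMUSG00000027332) encodes isovaleryl-CoA dehydrogenase, an enzyme of leucine breakdown, and lies on chromosome 2 of GRCm38 from 118861954 to 118882909. Its FPKM was 37.2 ± 0.879 (SD, n = 5) in Ctrl and 27.6 ± 3.58 (SD, n = 5) in B2D, a log2 fold change of -0.42 (standard error 0.103). Every B2D mouse was below every Ctrl mouse (exact Mann–Whitney test, two-sided, p = 0.00794), while the limma adjusted p over all genes was 0.0505 and did not pass the threshold. It passed with limma's array weights at 0.0298 and in 1 of the 10 fits that left out a mouse, within a range of 0.0298 to 0.136 over the alternatives.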

To further investigate the effect of B2D on flavoprotein gene expression, we curated a set of 117 genes encoding flavoproteins that require FAD or FMN for activity. 

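The paper's text does not name the members of its set, so a list of 125 genes that encode flavoproteins was written for the comparison, of which 107 passed the filter on low FPKM. Among the 224 genes lower in B2D past the threshold, 5 were on the list (Hao1, Gulo, Sqor and Paox among them), where 2.07 would fall by chance, a fold enrichment of 2.41 and an odds ratio of 2.52 (Fisher's exact test, two-sided, p = 0.0566). At an unadjusted limma p under 0.05, 27 of 1170 lower genes were flavoprotein genes, with an odds ratio of 3.05 (Fisher's exact test, p = 5.40e-06). Fisher's test takes genes as independent, so its p does not measure the spread between mice. The test at the adjusted threshold rested on few genes, so that single mice moved it most. Without B2D 4 the odds ratio was 1.00 (Fisher's exact test, p = 1.00), with 1 flavoprotein gene among 108 called, and without B2D 1 it was 3.65 (p = 0.00457, exact). Genes with a mean FPKM of at least 5 gave an odds ratio of 3.15 (Fisher's exact test, p = 0.00679) and limma's array weights one of 3.86 (exact p = 5.53e-04). Paox had a log2 fold change of -0.42 and an adjusted p of 0.0459 in limma, or 0.115 without Ctrl 2.

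Among the 89 genes higher in B2D, 2 were on the list, where 0.823 would fall by chance (odds ratio 2.49, Fisher's exact test, p = 0.199). Fmo2, with a log2 fold change of 1.67, was among them and is also on the list of genes higher in female liver. The odds ratio passed the threshold without Ctrl 1 (exact p = 0.0457), Ctrl 2 (exact p = 0.0330) or Ctrl 4 (exact p = 0.0238), and fell below 1 at an unadjusted p under 0.05, with 6 flavoprotein genes among 954 (odds ratio 0.659, Fisher's exact test, p = 0.381). Taken as a list, 66 flavoprotein genes were lower and 41 higher, with a median log2 fold change of -0.067 (limma camera adjusted p = 0.00855, and 0.0641 under fry). The camera adjusted p was 0.0501 in limma without B2D 2, and 13 of 100 splits of the mice gave a camera p as small. Adjusted over the list alone, 11 were lower and 2 higher.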

Reflecting a specific impact of riboflavin deficiency, flavoprotein genes were enriched among B2D-repressed genes (Figure 2g) but not B2D-induced genes.

IEMs that arise from mutations in genes encoding mitochondria FAD transfer enzymes for FAO are identified by elevated organic acids in the blood, lipodystrophy, and fatty liver disease (Balasubramaniam et al., 2019). Lipidomics analysis in the liver identified phospholipid (phosphatidylethanolamine [PE], phosphatidylcholine [PC], and lyso-PC) and diacylglycerol (DG) as robustly attenuated (Figure 2h) in B2D-exposed mice compared to controls. Hepatic steatosis (Figure 2i) also accompanied B2D effects, presumably due to increased TG (Figure 2—source data 3). Accordingly, we hypothesized that altered expression of genes in the liver of B2D relative to normal diet controls reflected non-alcoholic fatty liver disease (NAFLD). To test this hypothesis, we performed high-confidence transcriptional target (HCT) intersection analysis (Ochsner et al., 2019) to identify signaling nodes with significant regulatory footprints among liver B2D-induced or -repressed genes. We validated the HCT footprint of B2D against mouse genes from the International Mouse Phenotyping Consortium, whose knockout increased liver TG (Figure 2j). From this approach, we identified strong enrichment of genes induced by B2D with metabolic transcription factor knockouts that cause fatty liver disease, such as *Ppara* (Cotter et al., 2014; Kersten et al., 1999; Montagner et al., 2016), *Nr1h4* (Sinal et al., 2000), and *Nr0b2* (Huang et al., 2007). Using other computational approaches to expand upon the underpinnings of macrosteatosis caused by B2D, we retrieved nodes previously shown to contain significant transcriptional footprints within genes differentially expressed in clinical NAFLD (Bissig-Choisat et al., 2021). B2D-induced genes consisted of footprints for transcription factor nodes active in NAFLD (Figure 2k), including HNF family members (Xu et al., 2021) and SREBP1 (Shimano et al., 1997). Collectively, our unbiased approach converged metabolic phenotypes and regulatory networks of B2D with those driving NAFLD and macrosteatosis observed in organic acidemias.

### PPARα activity maintains liver FAD pools for fasting glucose availability

Analysis of RNA-seq and ChIP-seq data (Lee et al., 2014; Oshida et al., 2015) discovered strongly enriched PPARα binding near promoter regions for 43 out of 121 putative flavoproteins (p=1.19 × 10^–11^, hypergeometric test) and supported direct coupling of FAD availability and nuclear receptor activity in the liver. 

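The motif collections of the paper were not used here, and a list of 71 PPARα target genes of mouse liver was tested in their place. Of the 68 tested, 34 were lower and 34 higher in B2D, with a median log2 fold change of 0.0012 (limma camera adjusted p = 0.491). No gene of this list was past the threshold, either over all genes or adjusted over the list alone, while 7 were lower and 11 higher at an unadjusted limma p under 0.05. Hao1 and Gulo, which the paper labels among PPARα-regulated flavoprotein genes in Figure 3b, are not on the list and were lower past the threshold. After quantile normalization the list was higher in B2D, with a median of 0.14 and a camera adjusted p of 0.00199 in limma, within a range of 0.00199 to 0.994 over the alternatives. The sign of its median also changed when a library was left out, between -0.031 and 0.063.

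Ppara (ENSMUSG00000022383), on chromosome 15 of GRCm38 from 85734983 to 85802819, had an FPKM of 47.3 ± 3.29 (SD, n = 5) in Ctrl and 46.7 ± 7.60 (SD, n = 5) in B2D, a difference well within the spread between mice (log2 fold change -0.029, limma adjusted p = 0.921). Ctrl 4, at 53.0 FPKM, lay apart from the other Ctrl mice. Acadm, which encodes the medium-chain acyl-CoA dehydrogenase, is a PPARα target and a flavoprotein gene. Its log2 fold change was -0.10 (limma adjusted p = 0.666). Rxra, the gene of the partner with which PPARα binds DNA, was at 91.0 ± 13.3 FPKM in Ctrl and 92.7 ± 9.18 in B2D (SD, n = 5 each), with a limma adjusted p of 0.911.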

Using DNA motif analysis, we also found canonical PPARα target genes among the genes downregulated by B2D (Figure 3a). Likewise, we identified a set of BioGRID-curated interaction partners of PPARα that was enriched among nodes with strong footprints in B2D-repressed genes (Figure 3a). Furthermore, B2D reduced PPARα-regulated flavoprotein genes (Figure 3b). 

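Of the genes labelled in Figure 3b, Hao1 (ENSMUSG00000027261) encodes the liver hydroxyacid oxidase, which uses FMN, and lies on chromosome 2 of GRCm38 from 134497361 to 134554368. Its FPKM was 114 ± 24.3 (SD, n = 5) in Ctrl and from 29.3 to 65.3 (SD 15.4, n = 5) in B2D, a log2 fold change of -1.30 (standard error 0.223, limma adjusted p = 0.0118 with Benjamini-Hochberg adjustment). The call held with each mouse left out in turn, with log2 fold changes between -1.44 and -1.15. Gulo, the gene of L-gulonolactone oxidase on chromosome 14 of GRCm38 from 65986786 to 66009207, went from 115 ± 9.94 to 71.5 ± 14.8 FPKM (SD, n = 5 each), a log2 fold change of -0.69 (standard error 0.143, limma adjusted p = 0.0281). Without Ctrl 4 the limma adjusted p of Gulo was 0.0753, and Gulo passed in 4 of the 10 fits that left out a mouse. The groups did not overlap for Hao1 or Gulo.

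**Figure D1:**
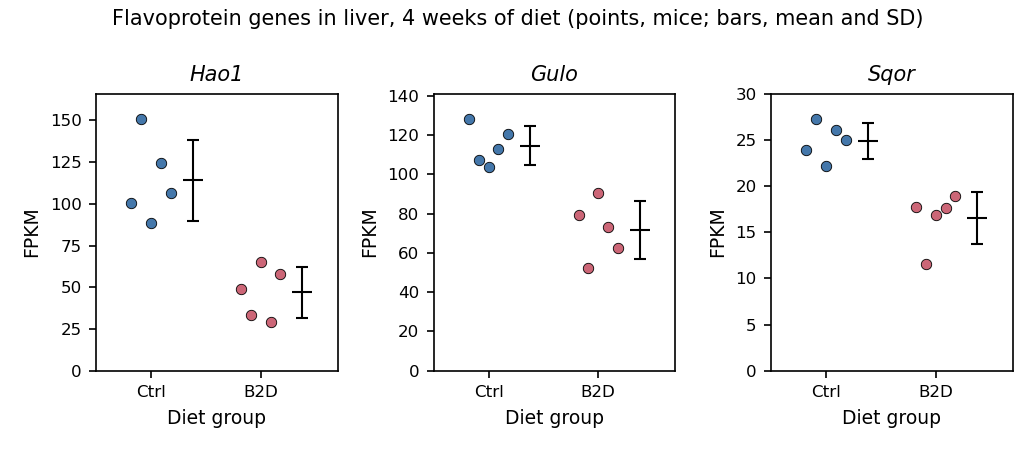
FPKM of Hao1, Gulo and Sqor in the livers of Ctrl and B2D mice, on a linear axis that starts at 0 in each panel. Each point is 1 mouse (n = 5 per diet) and each bar the mean with its SD, and in each panel the points of B2D lie below those of Ctrl.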

The observation that patterns of B2D-sensitive gene expression in the liver overlap with PPARα regulatory footprints indicated a convergent role for PPARα and riboflavin in the transcriptional control of gluconeogenic responses.

**Figure 3.**
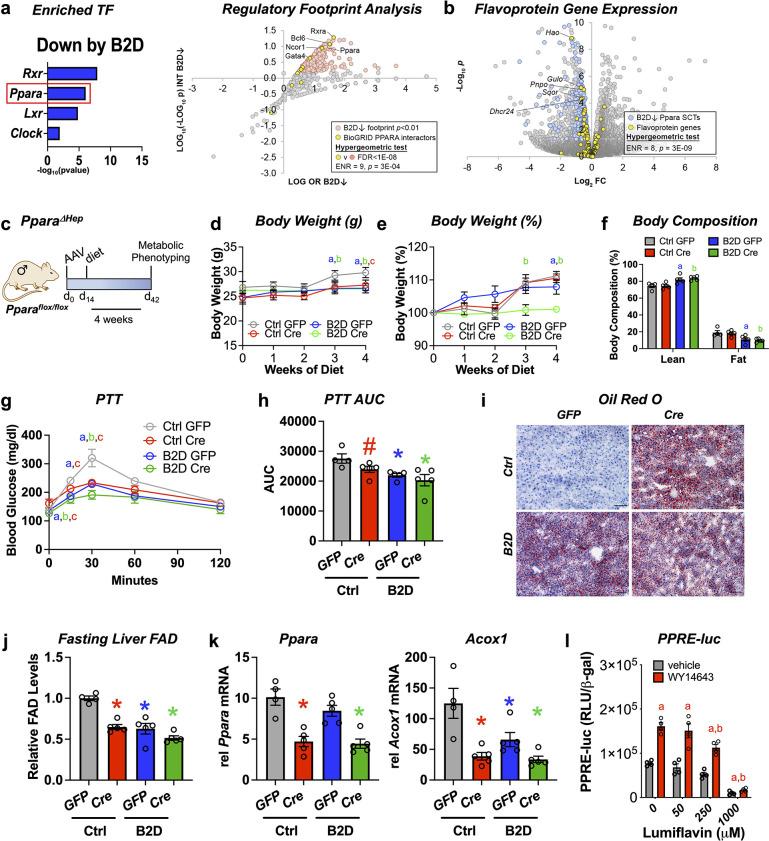
Liver PPARα governs glucogenic responses to dietary riboflavin. (**a**) Top enriched, vitamin B2-deficient diet (B2D) repressed gene sets using the EnrichR transcription factor collection (left). Scatterplot showing enrichment of known BioGRID-curated PPARα interacting nodes (yellow) among nodes with the most significant intersections with B2D-repressed genes (right). (**b**) Volcano plot depicting expression levels of PPARα-regulated flavoprotein genes (yellow) after Ctrl or B2D. (**c**) One-month-old *Ppara^flox/flox^* male mice (n = 4–5 per group) received either AAV-TBG-GFP or AAV-TBG-Cre. Two weeks later, mice were provided 99% B2D or isocaloric diet (Ctrl) for 1 mo. (**d**) Body weight (g), (**e**) % body weight gain and (**f**) body composition (% of body mass). (**g**) Blood glucose levels and (**h**) area under the curve (AUC) during pyruvate tolerance tests. (**i**) Representative Oil-Red-O stained liver sections after B2D, scale bar 100 μm. (**j**) Flavin adenine dinucleotide (FAD) concentrations in the fasted liver after 4 wk of B2D. (**k**) Relative mRNA expression of *Ppara* and *Acox1. Tbp* served as the invariant control. (**l**) HepG2 cells were transiently transfected with a PPARα expression plasmid. PPRE luciferase reporter activity was measured in response to PPARα agonist (WY-14643) ± lumiflavin and normalized to β-galactosidase (n = 4). Statistics: *p<0.05 vs. control GFP (**a**, B2D GFP; **b**, B2D Cre; **c**, Ctrl Cre) by two-way ANOVA with Fisher LSD (**d, e, g**), *p<0.05 for body composition (fat and lean mass%) by Mann–Whitney vs. control GFP, *p<0.05, #p<0.10 vs. control GFP by one-way ANOVA with Dunnet’s test and Fisher LSD (**h, j, k**). *p<0.05 by two-way ANOVA with Tukey’s multiple-comparison test for (**l**), a and b are statistical differences vs. vehicle and WY-14643, respectively. Statistical enrichment shown by hypergeometric test (**a**, right, **b**). Data are mean ± SEM. Numerical data for individual panels are provided in Figure 3—source data 1. Figure 3—source data 1.Numerical data presented in Figure 3.Excel spreadsheet containing raw data for panels presented in the figure.

**Figure 3—figure supplement 1.**
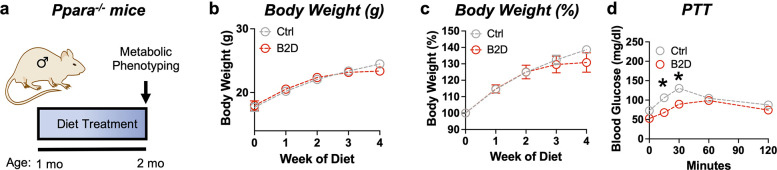
*Ppara* whole-body knockout responses to dietary riboflavin depletion. (**a**) One-month-old *Ppara*^-/-^ male mice (n = 4 per group) were exposed to 99% vitamin B2-deficient diet (B2D) or isocaloric control diet (Ctrl) for 1 mo. (**b**) Body weight (g), (**c**) % body weight gain and (**d**) blood glucose levels during pyruvate tolerance tests. Statistical analysis of phenotypes was analyzed by two-way ANOVA with Sidak multiple-comparison tests (**b–d**). Data are represented as mean ± SEM. *p<0.05. Numerical data for individual panels are provided in Figure 3—figure supplement 1—source data 1. Figure 3—figure supplement 1—source data 1.Numerical data presented in Figure 3—figure supplement 1.Excel spreadsheet containing raw data for panels presented in the figure.

To explore the physiological intersections between PPARα and B2D, we deleted *Ppara* in the liver by administering adeno-associated virus (AAV) expressing either Cre recombinase or a GFP under a liver-specific promoter to mice (AAV-TBG-Cre or AAV-TBG-GFP, respectively) harboring a floxed *Ppara* allele (*Ppara^flox/flox^*). Cre-mediated excision of the loxP sites depletes *Ppara* in adult mice (*Ppara ΔHep*) and allows us to determine how PPARα mediates B2D responses in mice (Figure 3c). During 4 wk of diet intervention, *Ppara ΔHep* showed modest body weight gain that was slightly greater than B2D in magnitude. Combined B2D and knockdown of *Ppara* completely abolished body weight gain (Figure 3d and e) and reduced fat mass (Figure 3f) relative to control diet conditions. We also learned *Ppara ΔHep* largely recapitulated B2D effects on blood glucose excursion curves during PTTs (Figure 3g and h). Consistent with previous studies (Stec et al., 2019), *Ppara ΔHep* showed greater fat accumulation in the liver relative to *Ppara^flox/flox^* on control diet. B2D strongly increased liver lipid across genotypes (Figure 3i), demonstrating parallel effects of B2D and *Ppara ΔHep* on liver energy balance. Additionally, FAD levels were lowered to similar extents by *Ppara ΔHep* or B2D relative to *Ppara^flox/flox^* on control diet (Figure 3j). We also phenotyped male *Ppara* whole-body knockout (pKO) mice exposed to control or B2D for 1 mo (Figure 3—figure supplement 1). As expected (Cotter et al., 2014), we learned pKO largely negated effects of B2D on body weight gain. PTT demonstrated B2D and pKO decreased the conversion of glucose release relative to control diets and wild-type controls.

To extend our studies of gene regulation, we profiled *Ppara* and the PPARα target gene *Acox1. Ppara* levels were reduced in *Ppara ΔHep*, along with *Acox1* (Figure 3k). Furthermore, the blunted expression levels of *Acox1* to diet and genetic interventions (*Ppara ΔHep*) confirm B2D confers diminished PPARα activity in the mouse liver. In a complementary approach, we performed experiments to determine how FAD depletion affects PPARα transcriptional activity using the riboflavin analog and competitive inhibitor lumiflavin (Figure 3l). We found lumiflavin reduced PPRE-luciferase activity in the presence of the PPARA agonist WY-14643, suggesting intact FAD pools contribute to PPARα transcriptional activity. Altogether, these findings suggest that PPARα sustains FAD levels and requires riboflavin to direct glucogenic responses in the liver.

### PPARα activation by fenofibrate rescues liver glucose production even when FAD cannot be generated from diet

The FDA-approved fibrate drugs act selectively on PPARα to lower blood lipids and treat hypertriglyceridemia (Bougarne et al., 2018). PPARα agonists also show promise for the treatment of some mitochondrial disorders (Steele et al., 2020). The convergence of B2D effects on PPARα regulation of gene expression and metabolic responses suggested fenofibrate treatment may restore some metabolic competency in animals on riboflavin-deficient diet. To explore this possibility, we administered fenofibrate after 7 wk of B2D exposure (Figure 4a). Daily gavage with fenofibrate (300 mg/kg) for 2 wk while maintaining mice on diet interventions significantly reduced body weight gain under B2D conditions (Figure 4b and c). At the end of the experiment, fasted mice received fenofibrate 2 hr before blood glucose measurements. Fenofibrate increased blood glucose in both groups of mice far above pre-gavage levels (Figure 4d). When liver histology was examined, we did not detect hepatic steatosis in B2D mice that received fenofibrate (Figure 4e).

**Figure 4.**
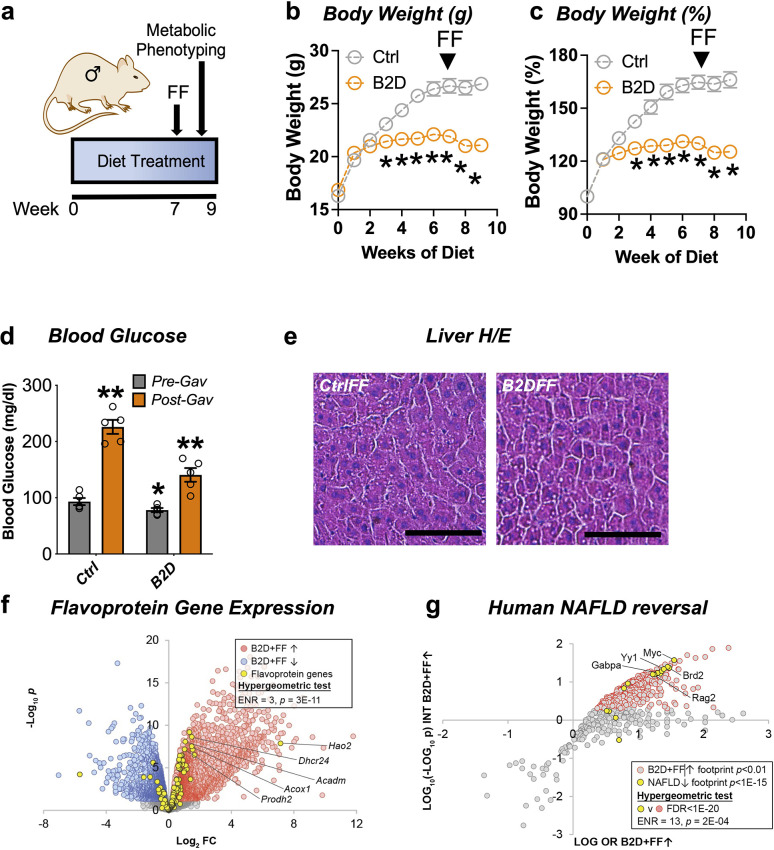
Remnant PPARα activation rescues fasting responses impaired by vitamin B2-deficient diet (B2D). (**a**) One-month-old male mice (n = 10 per group) were exposed to 99% vitamin B2-deficient diet (B2D) or isocaloric control diet (Ctrl) for 9 wk. For weeks 7–9, mice were gavaged daily with fenofibrate (FF). (**b**) Body weight (g) and (**c**) body weight gain during treatments. For post-gavage (week 9), mice were fasted overnight and administered FF 2 hr before measurements. (**d**) Overnight fasting blood glucose levels for pre-gavage (gray) and after 2 wk of FF treatment (orange). (**e**) Representative H&E-stained liver sections from Ctrl or B2D mice following FF treatment. Scale, 100 μm. (**f**) Expression level of flavoprotein genes in B2D-fed mice following FF. (**g**) Enrichment of B2D+FF with gene footprints repressed in human NAFLD. Statistical analyses include two-way ANOVA with Sidak multiple-comparison test (**b–d**) and *p<0.05 for (**b, c**). *p<0.05 pre-gavage Ctrl vs. B2D or **p<0.05 post-gavage vs. pre-gavage were p-value cutoffs for (**d**). Statistical enrichment shown by hypergeometric test (**f, g**). Data are represented as mean ± SEM. Numerical data for individual panels are provided in Figure 4—source data 1. Figure 4—source data 1.Numerical data presented in Figure 4.Excel spreadsheet containing raw data for panels presented in the figure.

Given the ability of PPARα to regulate flavoprotein gene expression, we pursued additional RNA-Seq studies to understand the mechanisms that allowed fenofibrate to rescue hypoglycemia in B2D. 

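A separate set of livers was sequenced from 4 male mice on the control diet (Ctrl+FF) and 4 on the riboflavin-deficient diet (B2D+FF), kept on their diets for 9 wk and given the PPARα agonist fenofibrate by gavage at 300 mg/kg daily for the last 2 wk, with the last dose 2 hr before the livers of the fasted mice were collected. The authors made the FPKM table in the same way as for the mice without fenofibrate. From 16290762 to 17386688 reads were counted on genes in the Ctrl+FF libraries (median 16729886) and from 16947517 to 21898502 in the B2D+FF libraries (median 19459864). Replicate libraries had Pearson correlations between 0.981 and 0.989 in Ctrl+FF and between 0.978 and 0.987 in B2D+FF. The mice are numbered in the same way, from Ctrl+FF 1 to Ctrl+FF 4 and from B2D+FF 1 to B2D+FF 4. Each table was normalized separately, and fenofibrate, the time on the diet and the table change together between them. B2D+FF was therefore compared only with Ctrl+FF, and levels are set beside those of the other table without a test.

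Of 11878 genes tested with limma, 263 were lower and 266 higher in B2D+FF than in Ctrl+FF. The groups did not overlap for 765 lower and 929 higher genes, 14.3% against 2.86% by chance (exact permutation p = 0.0286, the smallest that 4 mice against 4 allow). At an unadjusted p under 0.05 there were 2519 genes, which was the largest change, and leaving out 1 library gave from 175 (without Ctrl+FF 1) to 596 genes (without B2D+FF 3). Upper-quartile rescaling changed the split of the calls to 366 lower and 223 higher. The largest falls were in Mup12, Mup7, Mup3, Mup20 and Mup14, from -7.71 for Mup12 to -4.42 for Mup14 on the log2 scale, genes of a family with near-identical copies whose single values are uncertain. Cyp2b10 (4.19), Slc25a4 (2.59), Fgf21, Slco1a4 (2.49) and Cd24a (1.94) rose most, of which Cyp2b10 also has near-identical copies. The Mup genes, Cyp2b10 and Slco1a4 are on the lists of genes that differ between male and female liver. Every gene named here passed in all 8 fits that left out a mouse.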

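Among the 266 genes higher in B2D+FF than in Ctrl+FF, 6 encode flavoproteins (Hao2, Nqo1, Foxred1, Ndufv1, Acadl and Fmo2), where 2.40 would fall by chance (odds ratio 2.63, Fisher's exact test, two-sided, p = 0.0330). At an unadjusted limma p under 0.05 there were 18 (odds ratio 1.60, Fisher's exact test, p = 0.0885). Without Ctrl+FF 2 the test no longer passed (odds ratio 3.01, Fisher's exact test, p = 0.150). The odds ratio moved most among genes with a mean FPKM of at least 5, to 1.45 (exact p = 0.403). The 3 flavoprotein genes among the 263 lower genes were Nox4, Pyroxd2 and Mical2 (odds ratio 1.28, Fisher's exact test, p = 0.514). Adjusted over the list alone, 7 flavoprotein genes were lower and 11 higher, and the whole list was nearly balanced, with 55 of 107 genes higher and a median log2 fold change of 0.0023 (limma camera adjusted p = 0.759).

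Hao2 (ENSMUSG00000027870), a second hydroxyacid oxidase on chromosome 3 of GRCm38 from 98874521 to 98893239 that is also on the list of genes higher in female liver, was at 0.523 ± 0.322 FPKM in Ctrl+FF and 3.36 ± 1.62 in B2D+FF (SD, n = 4 each), with from 9 to 33 and from 74 to 239 reads per library. The log2 fold change was 1.48 (standard error 0.235, limma adjusted p = 0.0118). No B2D library without fenofibrate had more than 2 reads of Hao2, so its mean in B2D+FF was at least 39.2-fold higher than the level of 3 reads there, across tables that were normalized separately. Ndufv1 and Fmo2 had log2 fold changes of 0.52 and 1.09, and B2D+FF 2, at 77.0 FPKM of Ndufv1 and 6.70 of Fmo2, lay apart from the other B2D+FF mice for both. Leaving out 1 Ctrl+FF mouse lifted the limma adjusted p past the threshold for Nqo1 (0.0526), Foxred1 (0.0665), Ndufv1 (0.0752) and Mical2 (0.118) without Ctrl+FF 2, and for Acadl (0.0788), Nox4 (0.0706) and Pyroxd2 (0.120) without Ctrl+FF 1.

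Hao1, Gulo and Sqor, which were lower in B2D without fenofibrate, did not pass in B2D+FF against Ctrl+FF, where the limma adjusted p was 0.0866 for Hao1, 0.186 for Gulo and 0.748 for Sqor. A limma test of the difference between both diet effects gave adjusted p-values of 0.294, 0.705 and 0.298 in the same order, so the effects were not shown to differ. Every B2D+FF library was above every B2D library for 35 of 109 flavoprotein genes and below for 6, where chance gives 0.794% each way and all tested genes gave 15.5% and 12.5%. On the control diet, Ctrl+FF was likewise above Ctrl for 34 of these genes and below for 17. Of 69 PPARα target genes, 43 were above in B2D+FF against B2D and 49 in Ctrl+FF against Ctrl, with 1 and 2 below. Within the fenofibrate table, 45 of 70 PPARα targets were higher in B2D+FF than in Ctrl+FF, with a median log2 fold change of 0.15 (limma camera adjusted p = 0.0187), and 5 passed over all genes (Fgf21, Cidec, Pnpla2, Acadl and Abcd2), or 6 higher and 1 lower adjusted over the list alone. That camera call was lost under fry (limma adjusted p = 0.542), without Ctrl+FF 3 (0.158) and without B2D+FF 4 (0.705), and 22 of 35 splits of the 8 mice gave a p as small.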

Consistent with restoration of the flavoprotein transcriptome in response to PPARα activation, we found the number of flavoprotein genes induced by B2D+ fenofibrate more than doubled when compared to B2D alone (Figure 4f). Given the improvement in hepatic steatosis after PPARα activation, we hypothesized the B2D+ fenofibrate treatment caused inversion of the alignments between B2D and NAFLD transcription networks. Using this approach, we found gene footprints enriched by B2D+ fenofibrate and those depleted in clinical NAFLD converged (Figure 4g), including the GABP transcriptional program inactivated in inflammatory liver diseases (Niopek et al., 2017). These unbiased approaches strengthen the notion that PPARα activation overcomes fatty liver and hypoglycemia phenotypes imposed by B2D.

### Altered sphingolipid pools and respiratory chain efficiency in B2D

Fat and protein metabolism produces substrates for the synthesis of sphingolipids, such as ceramides and dihydroceramides, whose tissue accrual associates with severity of fatty liver disease (Luukkonen et al., 2016) and mitochondrial dysfunction (Hammerschmidt et al., 2019; Park et al., 2016). To determine whether B2D or B2D+ fenofibrate also changed the sphingolipid composition of the mouse liver, we measured a battery of sphingolipids and detected varying levels of multiple species altered by diet and fenofibrate treatments (Figure 5—figure supplement 1). Pool sizes for deoxysphingolipids that require alanine condensation with palmitoyl-CoA trended higher with B2D (Figure 5a). This finding may derive from the serine availability during hypoxic stress and higher NADH levels (Yang et al., 2020). Consistent with this idea, B2D conditions reduced the NAD/NADH ratio in the liver (Figure 5b). Notably, deoxysphingolipids impair mitochondrial function (Alecu et al., 2017; Muthusamy et al., 2020) and lead to an energy deficit, especially in the liver, where fasting requires elevated demand for biomass.

**Figure 5.**
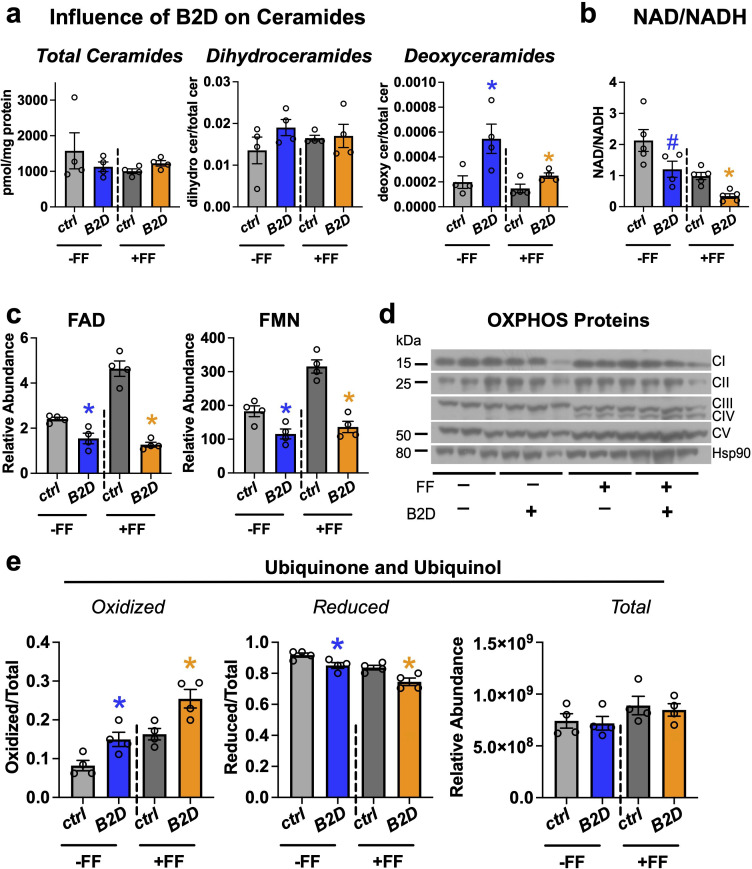
Fenofibrate impacts mitochondrial respiratory chain efficiency but does not rescue flavin adenine dinucleotide (FAD) levels in vitamin B2-deficient diet (B2D). (**a**) Fasting liver sphingolipid species (pmol/mg protein) and pool sizes by mass spectrometry (n = 4 per group). (**b**) Hepatic NAD/NADH ratio. (**c**) Fasting liver FAD and flavin mononucleotide (FMN) relative abundance by mass spectrometry (n = 4 per group). (**d**) Western blot analysis of oxidative phosphorylation complexes. HSP90 served as the invariant control. (**e**) Ratio of oxidized and reduced liver coenzyme Q10 and Q9 by mass spectrometry (n = 4 per group). Statistics are Mann–Whitney test for Ctrl vs. B2D (-FF) or Ctrl vs. B2D (+FF) for (**a, b, c, e**). *p<0.05, #p<0.10. Data are represented as mean ± SEM. Numerical data for individual panels are provided in Figure 5—source data 1. Full gel images are provided in Figure 5—source data 2. Figure 5—source data 1.Numerical data presented in Figure 5.Excel spreadsheet containing raw data for panels presented in the figure. Figure 5—source data 2.Full gel images and original image files for western blots in Figure 5.

**Figure 5—figure supplement 1.**
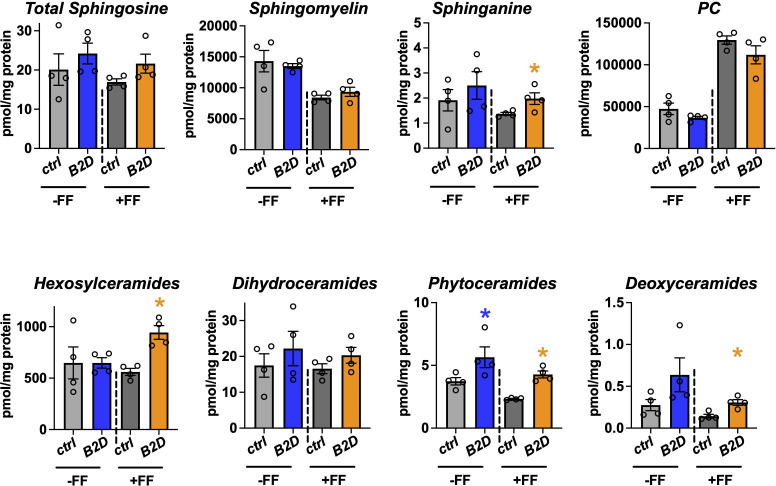
Vitamin B2-deficient diet (B2D) effects on sphingolipids in the liver. Fasting liver sphingolipid and ceramide species (pmol/mg protein) by mass spectrometry (n = 4 per group). Statistics are Mann–Whitney test for Ctrl vs. B2D (-FF) or Ctrl vs. B2D (+FF). *p<0.05. Data are represented as mean ± SEM. Numerical data for individual panels are provided in Figure 5—figure supplement 1—source data 1. Figure 5—figure supplement 1—source data 1.Numerical data presented in Figure 5—figure supplement 1.Excel spreadsheet containing raw data for panels presented in the figure.

Pathogenic variants in genes for riboflavin transport and metabolism that deplete FAD impair electron transfer from flavoenzymes in the ETC to coenzyme Q_10_ and, ultimately, the energy requirements for gluconeogenesis and fasting tolerance (Rinaldo et al., 2002). During prolonged fasting, beta-oxidation and proteolysis produce high fluxes of electrons that flow through the ETC. Coenzyme Q_10_ collects and converges electron flow on complex III via complex II (oxidizing succinate into fumarate) or complex I. In this way, the coenzyme Q_10_ pool accommodates variable electron fluxes and manages the mitochondria redox environment. Analysis of FAD and FMN (Figure 5c) confirmed fenofibrate was incapable of reconciling cofactor pools and lacked meaningful impacts on relative levels of some oxidative phosphorylation proteins (Figure 5d). In contrast to the reduced NAD/NADH, we found B2D treatments accumulated oxidized coenzyme Q_10_ and rodent-biased coenzyme Q_9_ (Figure 5e), suggesting higher Q/QH_2_, more negative free energy for complexes I/II, and compensation for the defects in mitochondrial energy efficiency associated with B2D (Satapati et al., 2015).

### Fenofibrate activates the integrated stress response in B2D

We next measured concentrations of carnitines, amino acid, and hydrophilic metabolites in the liver using mass spectroscopy across the B2D experiments. B2D altered the steady-state levels of valine, methionine, phenylalanine, and caused accumulation of short-chain C5 carnitines that reflect incomplete beta-oxidation of fatty acids (Figure 6a). Upper arms of glucose metabolism (3PG/2PG) showed lower activities coupled with higher lactate and buildup of metabolites above pyruvate oxidation (G3P, PEP). Metaboanalyst (Pang et al., 2021) revealed complete removal of dietary riboflavin caused metabolite changes in the liver that enriched for organic acidemias and inborn errors of the TCA cycle (Figure 6b). Moreover, B2D caused accumulation of oxidized TCA cycle metabolic intermediates, including fumarate, malate, and 2HG. These findings were compatible with gene sets (Figure 6c) associated with hypoxia and epithelial-mesenchymal transition (Sciacovelli et al., 2016; Ward et al., 2010).

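The Hallmark sets behind Figure 6c were not used here, and written lists of hypoxia, epithelial-mesenchymal transition and TNFα genes were tested in B2D against Ctrl. Of 75 hypoxia genes, 48 were higher and 27 lower in B2D, with a median log2 fold change of 0.11 (limma camera adjusted p = 0.0349, and 4.08e-04 under fry). The camera adjusted p was 0.0590 in limma without B2D 1 and 0.0617 without B2D 2, over alternatives from 4.08e-04 to 0.128, and 1 of 100 splits of the mice gave a p as small. Over all genes 3 hypoxia genes passed higher (Mt1, Cdkn1a and Ndrg1) and 2 lower (Egln3 and Aldoc), and adjusted over the list alone 7 and 2. Cdkn1a (chromosome 17 of GRCm38 from 29090976 to 29100727) rose from 1.15 ± 0.827 to 6.13 ± 3.62 FPKM (SD, n = 5 each), a log2 fold change of 1.68 (standard error 0.326, limma adjusted p = 0.0221, or 0.0721 without Ctrl 2). Ndrg1 rose by 0.49 on the log2 scale (limma adjusted p = 0.0474) but passed in 0 of the 10 fits that left out a mouse, and B2D 4, at 2.19 FPKM, lay apart from the other B2D mice. Egln3, whose transcription responds to hypoxia, went the other way, with a log2 fold change of -0.53 (limma adjusted p = 0.0145, or 0.0533 without Ctrl 4).

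Genes of epithelial-mesenchymal transition and matrix showed no shift, with 34 higher and 38 lower of 72, a median log2 fold change of -0.0084 and a limma camera adjusted p of 0.530. Over all genes 1 passed higher and 1 lower, Mmp14 and Serpine2, which are named after their values were seen, and adjusted over the list alone also 1 and 1, and 79 of 100 splits gave a camera p as small. Of 69 TNFα and NF-κB genes, 44 were higher, with a median of 0.11 (limma camera adjusted p = 0.0143). Over all genes 1 passed higher, Cdkn1a, and 1 lower, Tsc22d1, and adjusted over the list alone also 1 and 1. That call was lost under fry (0.174 in limma) and without B2D 2 (0.129), and 27 of 100 splits gave a p as small.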

**Figure 6.**
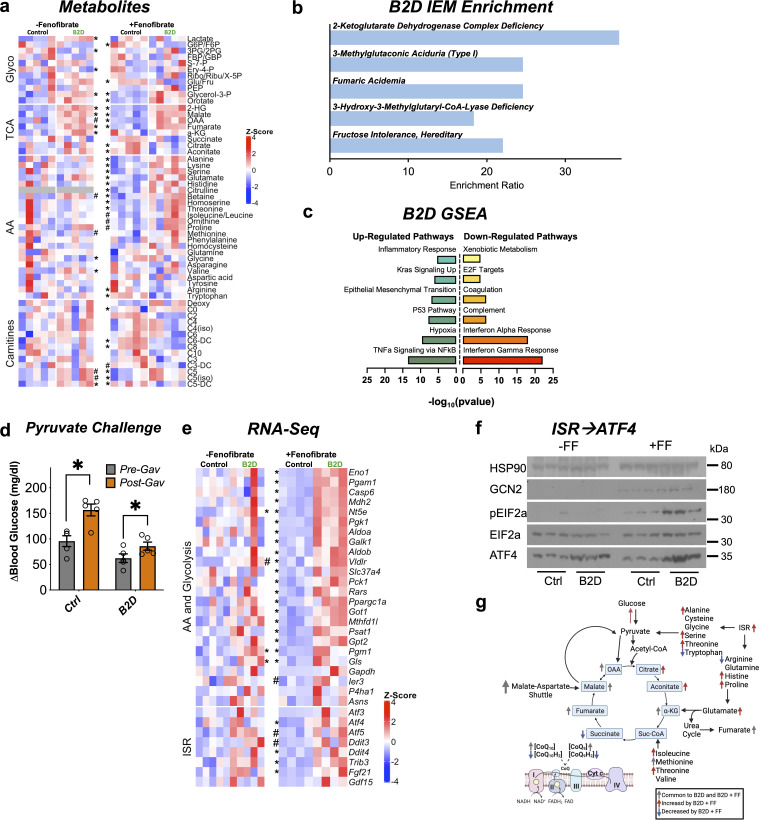
Integrated stress response (ISR) activity forms the basis to reconcile flavin adenine dinucleotide (FAD) disruption. (**a**) Glycolysis, tricarboxylic acid (TCA), amino acid, fatty acid oxidation (carnitines) metabolites measured by mass spectrometry across vitamin B2-deficient diet (B2D) and FF treatments (shown as Z-score). (**b**) Metaboanalyst integration demonstrates B2D causes organic acidemias. (**c**) RNA-seq coupled with Gene Set Enrichment Analysis (GSEA) identified gene signatures altered by B2D in the liver (n = 5 independent animals/diet). (**d**) Change in glucose levels 30 min after pyruvate injection pre- and post-fenofibrate gavage (n = 5). (**e**) Amino acid, glucose metabolism, and ISR genes in B2D or B2D + FF, shown as Z-score from RNA-seq data. (**f**) Western blot analysis for ISR proteins in liver lysates from mice treated with B2D (4 wk total) or B2D+FF (9 wk total) and fasted overnight. (**g**) B2D + FF activates the ISR, increasing amino acids that restore glucose availability. Statistical significance was assessed by Mann–Whitney (**a, e**) and two-way ANOVA and Fisher LSD (**d**). Data are represented as mean ± SEM. *p<0.05, #p<0.10. Numerical data for individual panels are provided in Figure 6—source data 1. Full gel images are provided in Figure 6—source data 2. Figure 6—source data 1.Numerical data presented in Figure 6.Excel spreadsheet containing raw data for panels presented in the figure. Figure 6—source data 2.Full gel images and original image files for western blots in Figure 6.

PPARα activity favors conversion of proteins to provide amino acids as substrates for anabolic processes (Kersten et al., 2001). Our phenotyping analysis of fenofibrate suggested alternative carbon sources might supply the substrates to support glucose production during B2D (Figure 4c), including pyruvate, which recovered blood glucose in B2D to pre-gavage control levels (Figure 6d). Amino acids, such as alanine and serine, are also significant contributors to de novo synthesis of glucose. In line with this idea, gluconeogenic amino acids (serine, glutamate, histidine, alanine) showed selective and unique accumulation in the combined B2D and fenofibrate treatments (Figure 6a). Steady-state levels of other anaplerotic amino acids that replenish the TCA cycle (Figure 6a), isoleucine, and threonine, also increased at the expense of reduced ketosis and β-hydroxybutyrate (Figure 2—source data 3). Similarly, B2D+ fenofibrate elevated levels of TCA cycle metabolites citrate and aconitate and increased the fumarate to succinate ratio. Importantly, we noted moderated levels of carnitines enriched in organic acidemias (C5 and C6). These conditions suggest PPARα activation inhibits cataplerosis of TCA cycle intermediates.

The constellation of phenotypic effects resulting from riboflavin depletion and fenofibrate suggested global shifts in gene expression and metabolism. RNA-seq indicated B2D+ fenofibrate precipitated a response with elements of greater amino acid and glucose metabolism (Figure 6e). 

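The 32 genes of Figure 6e were tested in the FPKM of each table by exact two-sided Mann–Whitney tests. In B2D+FF against Ctrl+FF, the mean of all 32 genes was higher, and 22 of them had an exact p of 0.0286, the smallest that 4 mice against 4 allow. The same 22 genes passed at 0.0416 adjusted over the list alone by the Benjamini-Hochberg method, which is not independent evidence where the paper chose the genes on these mice. In the limma fit of all genes, 29 of the 31 tested passed adjusted over the list alone and 15 over all genes. The median log2 fold change of the genes was 0.63. In B2D against Ctrl without fenofibrate, 28 of the genes had a higher and 4 a lower mean, with a median of 0.24. There, 5 genes had an exact Mann–Whitney p under 0.05 and none passed adjusted over the list alone (smallest adjusted exact p = 0.127), while limma called 3 adjusted over the list alone and 1, Atf5, over all genes.

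A longer written list of gluconeogenesis and glycolysis genes was higher in B2D+FF for 31 of 37 genes, with a median log2 fold change of 0.37 (limma camera adjusted p = 2.10e-08, and 0.00296 under fry). Over all genes 11 of them passed, all higher, and 20 adjusted over the list alone, and 1 of 35 splits of the 8 mice, the diets themselves, gave a camera p as small. Mdh2, Eno1, Aldoa and Got1 of this list are also genes of Figure 6e, so its test is not independent of that figure. Pck1 (ENSMUSG00000027513), which encodes the cytosolic phosphoenolpyruvate carboxykinase on chromosome 2 of GRCm38 from 173153048 to 173159273, was at 542 ± 104 FPKM in Ctrl+FF and 975 ± 220.4 in B2D+FF (SD, n = 4 each). Its log2 fold change was 0.84 (standard error 0.189, limma adjusted p = 0.0407, or 0.114 without Ctrl+FF 1). Mdh2 and Eno1 had the smallest adjusted p of the list, with log2 fold changes of 0.70 and 0.63 (limma adjusted p = 0.00896 and 0.00983). Gapdh rose from 1.57 ± 0.310 to 12.5 ± 13.3 FPKM (SD, n = 4 each, limma adjusted p = 0.104), against a mean of 265 in the Ctrl mice of the other table, a gap that makes its values uncertain and whose cause was left open.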

We also observed a gene signature for the integrated stress response (ISR) further supported by increased expression of the master transcription factor regulator *Atf4,* as well as its key target genes (*Psat1*, *Gls*, *Fgf21*, *Gpt2*, *Ddit4*) during combined B2D+ fenofibrate treatments. 

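Atf4 (ENSMUSG00000042406), on chromosome 15 of GRCm38 from 80255184 to 80257541, ranged from 19.9 to 29.2 FPKM (SD 4.22, n = 4) in Ctrl+FF and from 27.1 to 39.3 (SD 5.27, n = 4) in B2D+FF. The log2 fold change was 0.49 (standard error 0.147, limma adjusted p = 0.0935) and did not pass the threshold, and 1 mouse kept the groups from separating (exact Mann–Whitney test, two-sided, p = 0.0571). Fgf21 (chromosome 7 of GRCm38 from 45613886 to 45615490) rose from 2.57 ± 1.61 to 19.7 ± 12.4 FPKM (SD, n = 4 each), a log2 fold change of 2.49 (standard error 0.414, limma adjusted p = 0.0137), and passed in all fits that left out a mouse. In the mice without fenofibrate, a table normalized separately, Fgf21 was at 15.0 ± 3.03 FPKM in Ctrl and 21.1 ± 6.03 in B2D and Atf4 at 28.1 ± 2.86 and 29.7 ± 3.53 (SD, n = 5 each), so Ctrl+FF had the lowest mean of the 4 groups for both genes. Psat1, of serine synthesis, was at 0.264 ± 0.125 FPKM in Ctrl+FF, with from 6 to 27 reads per library, and at 1.19 ± 0.376 in B2D+FF, with from 77 to 119 reads (SD, n = 4 each). Its log2 fold change was 0.78 (standard error 0.134, limma adjusted p = 0.0156, or 0.0515 without Ctrl+FF 1). Gpt2, which encodes an alanine transaminase, had a log2 fold change of 0.55 (standard error 0.112, limma adjusted p = 0.0277, passed in 2 of 8 fits that left out a mouse and 0.0971 without Ctrl+FF 2). Ddit4 rose from 6.91 ± 3.72 to 25.0 ± 14.6 FPKM (SD, n = 4 each), a log2 fold change of 1.63 (standard error 0.482), and did not pass, with a limma adjusted p of 0.0896 and the same exact Mann–Whitney p as Atf4. With limma's array weights the adjusted p of Ddit4 was 0.0360, within a range of 0.0360 to 0.217 over the alternatives.

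A list of 53 ATF4 and ISR genes was higher in B2D+FF for 38 of the 42 tested, with a median log2 fold change of 0.42 (limma camera adjusted p = 5.21e-10, and 0.00261 under fry), and 1 of 35 splits of the 8 mice, the diets themselves, gave a camera p as small. Over all genes 11 passed higher and 1 lower, Slc1a4, which is named after its value was seen, and adjusted over the list alone 22 and 1. Fgf21, Psat1, Trib3 and Got1 of this list are also genes of Figure 6e, so its test is not independent of that figure either. Neither this list nor that of gluconeogenesis and glycolysis was tested without the shared genes. The difference between the diet effects with and without fenofibrate had a limma adjusted p of 0.0927 for Fgf21, 0.378 for Atf4, 0.523 for Gpt2 and 0.525 for Ddit4, so none was shown to differ. Of the lists past the camera threshold in B2D+FF, all but the PPARα targets held under fry, and hypoxia alone held with an estimated correlation. The paper proposes a model in which PPARα activation brings about the ISR in B2D. It draws on the gene signature, the higher Atf4 and target genes and its mass spectrometry. It also reports Western blots with more GCN2, phosphorylated eIF2α and ATF4 protein in B2D+FF (Figure 6f), which the RNA values here do not test.

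**Figure D2:**
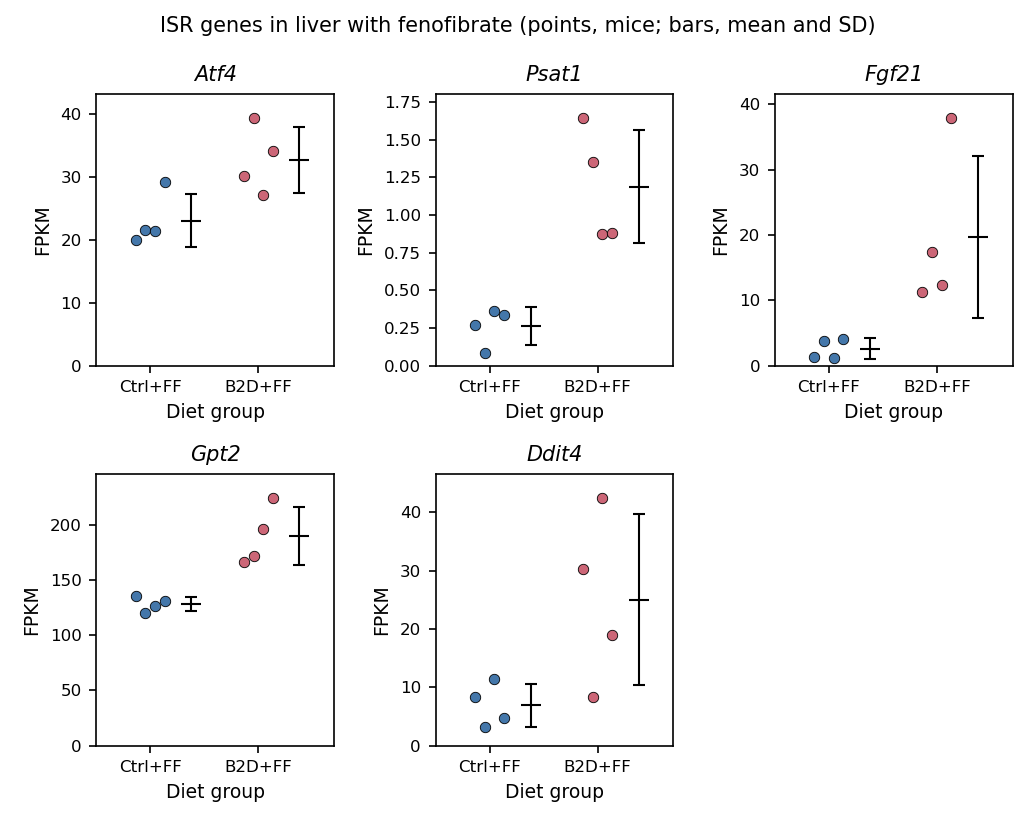
FPKM of Atf4, Psat1, Fgf21, Gpt2 and Ddit4 in the livers of Ctrl+FF and B2D+FF mice, on a linear axis that starts at 0 in each panel. Each point is 1 mouse (n = 4 per diet) and each bar the mean with its SD, and the points of the diets overlap for Atf4 and Ddit4.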

Mechanistically, ISR activation occurs through phosphorylation of eIF2α and ATF4 translation, which mediates transcription of target genes to resolve the ISR and regain amino acid homeostasis (Harding et al., 2003; Ye et al., 2012). In line with this idea, B2D+ fenofibrate achieved robust GCN2 expression, eIF2α phosphorylation, and higher ATF4 levels relative to any other treatment (Figure 6f). Together, our integrated transcription and mass spectrometry analyses favor a model in which PPARα activation precipitates concerted activation of the ISR, which in turn overcomes the fasting intolerance imposed by B2D (Figure 6g).

## Discussion

Results presented here reveal that vitamin B2 provides critical substrates for glucose availability during fasting in mice. Mammals cannot synthesize vitamin B2, so diet remains the only available source of FAD and FMN (Powers, 2003). Our results show that 4 wk of 90% B2D did not influence whole-body metabolic phenotypes. Based on data reported by Fenton and Cowgill, 1947, mice require about 4 mg riboflavin/kg diet for normal growth. However, mouse chow generally contains almost twice the daily riboflavin requirement (Anonymous, 1977). Most tissues store very little of the vitamin as riboflavin. The majority of bioavailable riboflavin is converted to FAD and excess is excreted in urine as FMN (Rivlin, 1970). Riboflavin turnover rates in rodents are also relatively slow at approximately 16 d (Yang and McCormick, 1967), which underscores sufficient FAD concentrations remain in the liver after 4 wk of 90% B2D. Therefore, the historical literature suggests 10% of the required level of riboflavin may be sufficient for growth and metabolism in the mouse during our 4-week monitoring period.

Our work sheds light on how the liver copes with severe metabolic crises and the FAO disorders caused by flavoprotein disruption or FAD depletion during prolonged fasting when both beta-oxidation and gluconeogenesis are concomitantly activated. We speculate these FAO disorders rely on conservation responses when the mitochondria are starved of FAD and FMN required for ETC activity. B2D reduces fat stores and slows metabolism for the energy conservation functions that adapt the animal to survive FAD and FMN depletion. Despite lower body weight gain when compared to control diet, B2D causes reduced energy expenditure. IEMs that arise from mutations in genes encoding mitochondrial FAD transfer enzymes for FAO are often identified by ectopic fat distribution and liver disease (Balasubramaniam et al., 2019). People with long-chain fatty acid oxidation disorders (LC-FAODs), including mutations in the FAD-dependent protein ACADVL, also show similar energy expenditure phenotypes as B2D. Indeed, energy expenditure is significantly lower among subjects with LC-FAODs compared to the reference population in the National Health and Nutrition Examination Survey (DeLany et al., 2023). These observations suggest that responses to B2D are relevant to studying IEMs defined by mutations in FAD-dependent metabolic enzymes.

Interestingly, the metabolic phenotype of B2D resists conditions unfavorable for mitochondrial function, including hypoxia, suggesting that these changes select for survival. Increased reliance upon glycolysis occurs in mitochondrial disease (Robinson, 2006) and hypoxia responses activate glycolytic enzymes that allow energy production when the mitochondria are starved of oxygen as a substrate for oxidative phosphorylation. Likewise, our data support the idea that the stress of B2D gives rise to an environment for fenofibrate and PPARα activation to co-opt the ISR, adapt to TCA cycle dysfunction, and engage hypoxia enzymes to reconcile anaplerosis. Elevated TCA cycle intermediates, such as fumarate, then act to stabilize antioxidant transcription factors and protect against oxidative stress in the liver (Ashrafian et al., 2012) during the stress of IEMs modeled in our study.

IEMs modeled in our study frequently present NAFLD-like phenotypes that contribute to fasting intolerance (Rinaldo et al., 2002). In our model, B2D alters lipid profiles and gene expression patterns that converge B2D with more common NAFLD phenotypes. The liver dominates mass-specific metabolic rates (Rolfe and Brown, 1997) and, for this reason, the NAFLD caused by B2D likely reflects a combination of lower hepatic fatty acid oxidation contributing to the accumulation of liver triglycerides and other complex lipid species observed in obesity (Shi et al., 2022). Our lipidomics also revealed that B2D caused accumulation of deoxysphingolipids, which also become more abundant in NAFLD from incomplete fat oxidation and accrual of toxic intermediates (Gai et al., 2020). These findings are particularly relevant for discovering new biomarkers for fatty liver disease.

The energetic requirements of fasting dictate substrate oxidation and electron transport. B2D restricts mitochondrial function, which causes reductive pressures that likely exacerbate ROS formation in part through proton leak. PPARα activation prevents oxidative stress (Ip et al., 2004) by merging lower NAD/NADH and oxidized Q, which, in turn, lowers the free energy of electron transport through complexes I and II. These data are consistent with inhibition of complex II, resulting in a more oxidized Q pool and reveals an important adaptation that allows the liver to overcome riboflavin deficiency (Treberg et al., 2011).

Inefficient amino acid availability, or increased requirements of amino acids to maintain gluconeogenesis, activate ATF4 and the ISR. ATF4 is the principal downstream effector of the ISR, whose regulation becomes altered in human and rodent NAFLD (Puri et al., 2008; Seo et al., 2009). Integrated metabolomic and RNA-seq studies demonstrated that fenofibrate unveils the ISR to increase the abundance of anaplerotic amino acids. We are unaware of other studies that observe coincident activation of PPARα and ATF4 to drive adaptive responses to liver stress. However, induction of shared PPARα and ATF4 targets, including *Fgf21*, may contribute to hepatoprotection from lipotoxic lipid accumulation (Montagner et al., 2016). It will be interesting in the future to determine why B2D exposes a vulnerability to fenofibrate that engages selective genome regulation by PPARα and ATF4 for recovering glucose production in settings of fasting intolerance.

This study is unique in its comprehensive approach to understand the complex metabolic consequences of FAD depletion and riboflavin auxotrophy in mouse models. Nevertheless, we acknowledge some limitations of the study. While the effect of B2D may act through different pathways and tissues, we demonstrated some of these effects may be mediated through disturbance of nuclear receptor activity and altered glucose availability in the liver. A limitation of our study is that we have focused on how PPARα requires vitamin B2 in the mouse liver to produce glucose, and it is possible that other fasting responsive transcription factors (Bideyan et al., 2021) are sensitive to B2D. One important caveat of these experiments is that the kidney also contributes to glucose production during fasting (Joseph et al., 2000). Although our in vivo experiments do not explore whether the kidney reconciled any liver gluconeogenic deficiency, our observations reveal fundamental vitamin requirements to source the liver with the FAD and FMN pools necessary for energy balance.

There is evidence fibrates generate beneficial effects in IEMs, including improvement of antioxidant defenses and resolution of inflammation (Seminotti et al., 2023). While further studies are needed, we describe allostatic outcomes of PPARα activation that overcome bioenergetic costs of fasting. Rare diseases of flavoprotein mutations, including organic acidemias, cause substantial morbidity and have no cure. Therefore, understanding how nuclear receptor regulation of flavoprotein function and FAD pool distribution surmounts hypoglycemia and fatty liver is valuable for describing fundamental physiology and implementing future therapeutic strategies.

## Materials and methods

### Mice and housing conditions

All animal procedures were approved by the Institutional Animal Care and Use Committee of Baylor College of Medicine (AN-6411). All mice were housed in a barrier-specific pathogen-free animal facility with 12 hr dark-light cycle and free access to water and food. C57BL/6J wild-type mice (RRID:IMSR_JAX:000664) were obtained from the BCM Center for Comparative Medicine and global *Ppara*^-/-^ mice (RRID:IMSR_JAX:008154) were generated previously (Lee et al., 1995). In all experiments, male mice were randomly placed on control or riboflavin deficient diet starting at 4 wk of age. Riboflavin-deficient and matched control diets (Xu et al., 2018) were provided by Research Diets: 90% control, D10012G; 90% riboflavin-deficient, D12030102; 99% control, A18041301; or 99% riboflavin-deficient, A19080901. All diets were isocaloric, and amino acids were kept constant (Supplementary files 1 and 2).

### AAV TBG administration

For AAV-TBG injections, 1-month old *Ppara^flox/flox^* mice (Brocker et al., 2017) were injected with AAV8-TBG-iCre-WPRE (1 × 10^11^ vc/ml, Addgene# 192878) or AAV8-TBG-EGFP-WPRE (1 × 10^11^ vc/ml, Addgene #192880) into the tail vein in a total volume of 100 μl saline. These viruses were provided by the Gene Vector Core at Baylor College of Medicine. Mice were allowed to recover for 2 wk to permit for viral expression and recombination of floxed *Ppara* alleles before being used for B2D experiments.

### Fenofibrate gavage

We used malnutrition (van Zutphen et al., 2016), *Ppara* knockout (Montagner et al., 2016), and cancer cachexia (Goncalves et al., 2018) studies to design fenofibrate interventions. 0.5% methylcellulose solution was prepared by heating 150 ml water with 2.5 g 400 cP methylcellulose (Sigma, #M0262) added with stirring. Chilled water was added (350 ml) and stirred overnight at 4°C. Fenofibrate-gavage solution was made with 112.5 mg fenofibrate (Sigma, #F6020) in 1.5 ml 0.5% methylcellulose solution. Mice were gavaged daily at 300 mg/kg.

### Pyruvate tolerance test (PTT)

To determine pyruvate tolerance, mice were fasted for 16 hr, and Na-pyruvate was administered (1 g/kg body weight) by intraperitoneal injection. Blood glucose levels were monitored at 0, 15, 30, 60, and 120 min by a Freestyle Glucose Monitoring System (Abbott Laboratories).

### Basal glucose production rate in live mice

Basal glucose production was measured as described previously (Saha et al., 2004). In brief, mice were anesthetized, and a midline neck incision was made to expose the jugular vein. A microcannula was inserted into the jugular vein, threaded into the right atrium, and anchored at the venotomy site. Mice were allowed to recover for 4–5 d with ad libitum access to water and food. Following an overnight fast, the conscious mice received a bolus dose (10 uCi) and then a constant rate intravenous infusion (0.1 uCi/min) of chromatography-purified [3-^3^H]-glucose using a syringe infusion pump for 120 min through surgically implanted catheter in jugular vein. For determination of basal glucose production, blood samples were collected after 0, 60, 90, and 120 min of labeled glucose infusion to calculate the basal glucose production rates using plasma glucose-specific activity of tritiated labeled glucose (3-^3^H). Steady states were reached within 1 hr of infusion. Plasma was separated and deproteinized using equal volumes of barium hydroxide and zinc sulfate, dried to remove ^3^H_2_O, resuspended in water, and counted in scintillation fluid using a liquid scintillation counter (Beckman Instruments, Palo Alto, CA). We calculated basal whole-body glucose production (mg/kg/min) by dividing the [3-^3^H] glucose infusion rate by the plasma glucose-specific activity corrected to body weight (Wall et al., 1957).

### Indirect calorimetry

Wild-type mice were maintained on experimental diets and housed at room temperature in Comprehensive Lab Animal Monitoring System Home Cages (CLAMS-HC, Columbus Instruments). Oxygen consumption, CO_2_ emission, energy expenditure, food and water intake, and activity were measured for 5 d (BCM Mouse Metabolic and Phenotyping Core). Mouse body composition was examined by magnetic resonance imaging (Echo Medical Systems) before indirect calorimetry.

### Histology

Sections of liver tissue were frozen in Tissue-Tek OCT compound (4583; Sakura Finetek USA), and neutral lipids stained with Oil Red O. Formalin-fixed paraffin-embedded tissue sections were stained with hematoxylin and eosin (H/E). Images were captured on a Nikon Ci-L Brightfield microscope.

### Serum and lipid assays

Fasted serum was used to measure serum lactate (K607; Biovision), ALT (TR71121; Thermo Scientific), AST (TR70121; Thermo Scientific), beta-hydroxybutyrate (Biovision K632), and serum-free fatty acids (#sfa-1; Zen-Bio).

### Liver FAD measurements

10–15 mg of liver tissue was deproteinated (K808; Biovision), followed by measurement of FAD through a colorimetric assay (K357; Biovision). FAD concentration was standardized to input tissue weight.

### Hepatic TG and cholesterol

Both serum and tissue samples were analyzed for triglycerides (Triglyceride reagent TR22421; Thermo Scientific) and cholesterol (Total Cholesterol Reagent TR13421; Thermo Scientific). Hepatic TGs and cholesterol were assayed as described previously (Kim et al., 2019). Briefly, liver homogenates were mixed with a 1:2 chloroform:methanol solution followed by isolation of the lipid-rich chloroform layer (modified Folch method).

### Immunoblotting

Cell and tissue lysates were prepared in Protein Extraction Reagent (Thermo Fisher) supplemented with Halt Protease and Phosphatase Inhibitor Cocktail (Thermo Fisher). Western blotting was performed with whole-cell lysates run on 4–12% Bis-Tris NuPage gels (Life Technologies) and transferred onto Immobilon-P Transfer Membranes (Millipore), followed by antibody incubation. Immunoreactive bands were visualized by chemiluminescence. Antibodies used in this study are listed in Supplementary file 3.

### RNA extraction and RNA-seq analysis

Total liver RNA was extracted using the QIAGEN RNeasy Plus Mini kit (74034; QIAGEN). Sample quality was confirmed on an Agilent 2100 Bioanalyzer (Agilent). mRNA library preparation and RNA sequencing were performed by Novogene. mRNA libraries were prepared with NEBNext Ultra RNA Library Prep Kit for Illumina (NEB) and size selection for libraries was performed using AMPure XP system (Beckman Coulter), followed by library purity analysis. Libraries were sequenced on NovaSeq PE150 and reads mapped to the UCSC mouse reference genome mm10 using STAR. FeatureCounts was used to calculate the expression level as reads per kilobase per million (RPKM). DESeq2 calculated differentially expressed genes with p-values adjusted using Benjamini and Hochberg’s method for controlling the false discovery rate (FDR). Genes with significant differential expression were determined by p<0.05. Gene Set Enrichment Analysis was performed with the Molecular Signatures Database, and -log_10_(p-value) calculated for Hallmark gene sets.

### qPCR

cDNA was synthesized from total RNA using qScript (QuantBio #95048-100). Relative mRNA expression was measured with SsoAdvanced Universal Probes Supermix reactions (Bio-Rad #175284) read out with a QuantStudio 3 real-time PCR system (Applied Biosystems). TATA-box binding protein (*Tbp*) was the invariant control. Roche Universal Probe Gene Expression Assays were used as previously described (Koh et al., 2018). The following primer and probe sets were used to detect the following genes: *Ppara*: tcgagttcatgcaagtttcg (F), tccctcctggcttctctagg (R), Roche Universal Probe Library probe #1; *Acox1*: caccattgccattcgataca (F), tgcgtctgaaaatccaaaatc (R), Roche Universal Probe Library probe #106; *Ucp1:* ggcctctacgactcagtcca (F), taagccggctgagatcttgt (R), Roche Universal Probe Library probe #34; *Cidea:* aaaccatgaccgaagtagcc (F), aggccagttgtgatgactaagac (R), Roche Universal Probe Library probe #66; *Prdm16:* acaggcaggctaagaaccag (F), cgtggagaggagtgtcttcag (R), Roche Universal Probe Library probe #56; *Pparg2:* gaaagacaacggacaaatcacc (F), gggggtgatatgtttgaacttg (R), Roche Universal Probe Library probe #7; *Cpt1b:* gagtgactggtgggaagaatatg (F), gctgcttgcacatttgtgtt (R), Roche Universal Probe Library probe #92; *Tbp:* cggtcgcgtcattttctc (F), gggttatcttcacacaccatga (R), and Roche Universal Probe Library probe #51.

### Luciferase assays

We used HepG2 cells purchased directly by our lab for the studies. All cells are tested monthly to ensure an absence of mycoplasma contamination. HepG2 cells (ATCC, HB-8065, RRID:CVCL_002) were maintained in the following media: Eagle’s Minimum Essential Media supplemented with 10% FBS, and 1% penicillin/streptomycin antibiotics. We used Lipofectamine 2000 to transiently express pcDNA3.1-PPARA (Addgene #169019), pCMV β-gal (ATCC) and PPRE-luciferase fusion plasmids (Addgene #1015). 20 hr later, cells were treated with lumiflavin (Cayman) or 10 μM WY14643 (Cayman) for an additional 24 hr. 0.1% DMSO served as the vehicle treatment. Reporter gene activity was detected using the Promega Luciferase Assay Kit. Relative luminescence units were normalized to β-galactosidase activity (Sigma).

### Consensome and high-confidence transcriptional (HCT) target intersections

Transcription factor footprint analysis and consensome enrichments were performed (Ochsner et al., 2019). For transcription factors, node and node family consensomes are gene lists ranked according to the strength of their regulatory relationship with upstream signaling pathway nodes derived from independent publicly archived transcriptomic or ChIP-Seq datasets. Genes in the 95th percentile of a given node consensome were designated high-confidence transcriptional targets (HCTs) for that node and used as the input for the HCT intersection analysis using the Bioconductor GeneOverlap analysis package implemented in R. For both consensome and HCT intersection analysis, p-values were adjusted for multiple testing using the method of Benjamini and Hochberg to control the FDR as implemented with the p. adjust function in R, to generate q values. Evidence for a transcriptional regulatory relationship between a node and a gene set was inferred from a larger intersection between the gene set and HCTs for a given node or node family than would be expected by chance after FDR correction (q < 0.05). The HCT intersection analysis code has been deposited in the SPP GitHub account at https://github.com/signaling-pathways-project/ominer/ (copy archived at signaling-pathways-project, 2023).

### Metabolomics

Targeted measurements of hepatic carnitines, fatty acids, lipids species, CoAs, glycolysis, and TCA metabolites were carried out by the BCM Dan L Duncan Cancer Center CPRIT Cancer Proteomics and Metabolomics Core. Parallel analysis of lipids and ceramides was performed at the University of Utah. All samples were processed and analyzed as described previously (Chaurasia et al., 2019; Kettner et al., 2016).

#### Reagents

High-performance liquid chromatography grade and mass spectrometry grade reagents were used: acetonitrile, methanol, and water (Burdick & Jackson); formic acid, ammonium acetate, and internal standards (Sigma-Aldrich); MS grade lipid standards (Avanti Polar Lipids).

#### Internal standards and quality control

To assess overall process reproducibility, mouse pooled liver or serum samples were run along with the experimental samples. A number of internal standards, including injection standards, process standards, and alignment standards, were used to assure QA/QC targets to control for experimental variability. Aliquots (200 µl) of 10 mM solutions of isotopically labeled standards were mixed and diluted up to 8000 µl (final concentration 0.25 mM) and aliquoted into a final volume of 20 µl. The aliquots were dried and stored at –80°C until further analysis. To monitor instrument performance, 20 µl of a matrix-free mixture of the internal standards were reconstituted in 100 µl of methanol:water (50:50) and analyzed by multiple reaction monitoring (MRM). Metabolite extraction from the samples was monitored using pooled mouse serum or liver samples and spiked internal standards. The median coefficient of variation (CV) value for the internal standard compounds was 5%. To address overall process variability, metabolomic studies included a set of nine experimental sample technical replicates, which were spaced evenly among the injections for each day. The matrix-free internal standards and serum and liver samples were analyzed twice daily.

#### Separation of CoAs and carnitines

Targeted profiling for CoAs and carnitines in electrospray ionization-positive mode by the RP chromatographic method employed a gradient containing water (solvent A) and acetonitrile (ACN, solvent B, with both solvents containing 0.1% formic acid). Separation of metabolites was performed on a Zorbax Eclipse XDBC18 column (50 × 4.6 mm i.d.; 1.8 μm, Agilent Technologies) maintained at 37°C. The gradient conditions were 0–6 min in 2% B, 6.5 min in 30% B, 7 min in 90% B, 12 min in 95% B; followed by re-equilibration to the initial conditions.

#### Separation of glycolysis and TCA metabolites

Glycolysis and TCA metabolites were separated by normal phase chromatography using solvents containing water (solvent A), solvent A modified by the addition of 5 mM ammonium acetate (pH 9.9), and 100% acetonitrile (solvent B). The binary pump flow rate was 0.2 ml/min with a gradient spanning 80% B to 2% B over 20 min, 2% B to 80% B for 5 min, and 80% B for 13 min. The flow rate was gradually increased during the separation from 0.2 ml/min (0–20 min) to 0.3 ml/min (20–25 min), and then 0.35 ml/min (25–30 min), 0.4 ml/min (30–37.99 min), and finally to 0.2 ml/min (5 min). Metabolites were separated on a Luna Amino (NH2) column (4 µm, 100 A 2.1 × 150 mm, Phenominex) maintained in a temperature-controlled chamber (37°C). All the columns used in this study were washed and reconditioned after every 50 injections.

#### Separation of fatty acids

Targeted profiling for fatty acids employed a reverse phase chromatographic method by a gradient containing water (solvent A) with 10 mM ammonium acetate (pH 8) and 100% methanol (solvent B) on a Luna Phyenyl Hexyl column (3 µm, 2 × 150 mm; Phenominex, CA) maintained at 40°C. The binary pump flow rate was 0.2 ml/min with a gradient spanning 40% B to 50% B over 8 min, 50% B to 67% B over 5 min, hold 67% B for 9 min, 67% B to 100% B over 1 min, hold 100% B for 6 min, 100% B to 40% B over 1 min, and hold 40% B for 7 min.

#### Liquid chromatography/mass spectrometry (LC/MS) analyses

The chromatographic separation of non-lipid metabolites was performed using either reverse phase separation or normal phase online with the unbiased profiling platform based on a 1290 SL Rapid resolution LC and a 6490 triple Quadrupole mass spectrometer (Agilent Technologies, Santa Clara, CA). Lipidomics required a Shimadzu CTO-20A Nexera X2 UHPLC coupled with TripleTOF 5600 equipped with a Turbo VTM ion source (AB Sciex, Concord, Canada). Using a dual electrospray ionization source, the samples were independently examined in both positive and negative ionization modes. The data acquisition during the analysis was controlled using the Mass Hunter workstation data acquisition software.

#### Lipidomics

Mouse liver lipids were extracted using a modified Bligh-Dyer method. Briefly, 50 mg of crushed tissue sample from mouse whole liver was used. A 2:2:2 volume ratio of water/methanol/dichloromethane was used for lipid extract at room temperature after spiking internal standards 17:0 LPC, 17:0 PC, 17:0 PE, 17:0 PG, 17:0 ceramide, 17:0 SM, 17:0 PS, 17:0 PA, 17:0 TAG, 17:0 MAG, DAG 16:0/18:1, CE 17:0. The organic layer was collected, followed by a complete drying procedure under nitrogen. Before MS analysis, the dried extract was resuspended in 100 μl of Buffer B (10:5:85 acetonitrile/water/isopropyl alcohol) containing 10 mM NH_4_OAc and subjected to reverse-phase chromatography and LC/MS. Internal standards prepared in chloroform/methanol/water (100 pmol/μl) were LPC 17:0/0:0, PG 17:0/17:0, PE 17:0/17:0, PC 17:0/17:0, TAG 17:0/17:0/17:0, SM 18:1/17:0, MAG 17:0, DAG 16:0/18:1, CE 17:0, ceramide 18:1/17:0, PA 17:0, PI 17:0/20:4, and PS 17:0/17:0.

For lipid separation, 5 ml of the lipid extract was injected into a 1.8 mm particle 50 × 2.1 mm Acquity HSS UPLC T3 column (Waters). The column heater temperature was set at 55°C. For chromatographic elution, a linear gradient was used over a 20 min total run time, with 60% Solvent A (acetonitrile/water [40:60, v/v] with 10 mM ammonium acetate) and 40% Solvent B (acetonitrile/water/isopropanol [10:5:85 v/v] with 10 mM ammonium acetate) gradient in the first 10 min. The gradient was ramped linearly to 100% Solvent B for 7 min. Then the system was switched back to 60% Solvent B and 40% Solvent A for 3 min. A 0.4 ml/min flow rate was used at an injection volume of 5 μl. The column was equilibrated for 3 min and run at a flow rate of 0.4 ml/min for a total run time of 20 min. TOF MS survey scans (150 ms) and 15 MS/MS scans with a total duty cycle time of 2.4 s were performed. The mass range in both modes was 50–1200 m/z. The acquisition of MS/MS spectra by data-dependent acquisition (DDA) function of the Analyst TF software (AB Sciex).

The raw data in .mgf format were converted using ProteoWizard software. The NIST MS PepSearch Program was used to search the converted files against LipidBlast libraries. The m/z width was determined via the mass accuracy of internal standards at 0.001 for positive mode and 0.005 for a negative mode at an overall mass error of less than 2 ppm. The minimum match factor at 400 was set for the downstream data processing. The MS/MS identification results from all the files were combined using an in-house software tool to create a library for quantification. The raw data files were searched against this in-house library of known lipids with mass and retention time using Multiquant 1.1.0.26 (ABsciex). The lipid species identified in the positive or negative ion modes were analyzed separately using relative abundance of peak spectra for the downstream analyses. The identified lipids were quantified by normalizing against their respective internal standard.

#### Ceramides and lipids

Lipid extracts are separated on an Acquity UPLC CSH C18 1.7 μm 2.1 × 50 mm column maintained at 60°C connected to an Agilent HiP 1290 Sampler, Agilent 1290 Infinity pump, equipped with an Agilent 1290 Flex Cube and Agilent 6490 triple quadrupole (QQQ) mass spectrometer. In positive ion mode, sphingolipids are detected using dynamic multiple reaction monitoring (dMRM). Source gas temperature is set to 210°C, with an N_2_ flow of 11 l/min and a nebulizer pressure of 30 psi. Sheath gas temperature is 400°C, sheath gas (N_2_) flow of 12 l/min, capillary voltage is 4000 V, nozzle voltage 500 V, high-pressure RF 190 V, and low-pressure RF is 120 V. Injection volume is 2 μl, and the samples are analyzed in a randomized order with the pooled QC sample injection eight times throughout the sample queue. Mobile phase A consists of ACN:H_2_O (60:40 v/v) in 10 mM ammonium formate and 0.1% formic acid, and mobile phase B consists of IPA:ACN:H_2_O (90:9:1 v/v) in 10 mM ammonium formate and 0.1% formic acid. The five chromatography gradient starts at 15% mobile phase B, increases to 30% B over 1 min, increases to 60% B from 1 to 2 min, increases to 80% B from 2 to 10 min, and increases to 99% B from 10 to 10.2 min where it is held until 14 min. Post-time is 5 min, and the flow rate is 0.35 ml/min throughout. Collision energies and cell accelerator voltages were optimized using sphingolipid standards with dMRM transitions as [M+H]+→[m/z = 284.3] for dihydroceramides, [M+H]+→[m/z = 287.3] for isotope-labeled dihydroceramides, [M-H_2_O+H]+→[m/z = 264.2] for ceramides, [MH_2_O+H]+→[m/z = 267.2] for isotope-labeled ceramides and [M+H]+→[M-H_2_O+H] for all targets. Sphingolipids and ceramides without available standards are identified based on HR-LC/MS, quasi-molecular ions, and characteristic product ions. Their retention times are either taken from HR-LC/MS data or inferred from the available standards. Results from LC-MS experiments are collected using Agilent Mass Hunter Workstation and analyzed using the software package Agilent Mass Hunter Quant B.07.00. Ceramide and lipid species are quantitated based on peak area ratios to the standards added to the extracts.

### Analysis of FAD and FMN by IC-HRMS

To determine the relative abundance of FAD and FMN in mouse liver tissue, extracts were prepared and analyzed by high-resolution mass spectrometry (HRMS). Approximately 20–30 mg of tissue were pulverized in liquid nitrogen then homogenized with a Precellys Tissue Homogenizer. Metabolites were extracted using 80/20 (v/v) methanol/water with 0.1% ammonium hydroxide. Samples were centrifuged at 17,000 × *g* for 5 min at 4°C, supernatants were transferred to clean tubes, followed by evaporation under vacuum. Samples were reconstituted in deionized water, then 10 μl was injected into a Thermo Scientific Dionex ICS-5000+ capillary ion chromatography (IC) system containing a Thermo IonPac AS11 250 × 2 mm 4 μm column. IC flow rate was 360 µl/min (at 30°C), and the gradient conditions are as follows: initial 1 mM KOH, increased to 35 mM at 25 min, increased to 99 mM at 39 min, and held at 99 mM for 10 min. The total run time was 50 min. To increase desolvation for better sensitivity, methanol was delivered by an external pump and combined with the eluent via a low dead volume mixing tee. Data were acquired using a Thermo Orbitrap Fusion Tribrid Mass Spectrometer under ESI negative mode and imported to Thermo Trace Finder software for final analysis. Relative abundance was normalized by tissue weight.

### Analysis of reduced and oxidized coenzymes by triple quadruple LC-MS

To determine the relative abundance of ubiquinone (oxidized CoQ10), ubiquinol (reduced CoQ10), ubiquinone-9 (CoQ9), and ubiquinol-9 (reduced CoQ9) in mouse liver samples, extracts were prepared and analyzed by Thermo Scientific TSQ triple quadrupole mass spectrometer coupled with a Dionex UltiMate 3000 HPLC system. Approximately 20–30 mg of tissue were pulverized in liquid nitrogen then homogenized with a Precellys Tissue Homogenizer. Coenzymes were extracted with 500 µl ice-cold 100% isopropanol. Tissue extracts were vortexed, centrifuged at 17,000 × *g* for 5 min at 4°C, and supernatants were transferred to clean autosampler vials. The mobile phase was methanol containing 5 mM ammonium formate. Separations of CoQ9, CoQ10, reduced-CoQ9, and reduced-CoQ10 were achieved on a Kinetex 2.6 µm C18 100 Å, 100 × 4.6 mm column. The flow rate was 400 µl/min at 35°C. The mass spectrometer was operated in the MRM positive ion electrospray mode with the following transitions. CoQ10/oxidized: m/z 863.7→197.1 CoQ10/reduced: m/z 882.7→197.1, CoQ9/oxidized: m/z 795.6 →197.1, and CoQ9/reduced: m/z 814.7 →197.1. Raw data files were imported to Thermo Trace Finder software for final analysis. Relative abundance was normalized by tissue weight.

### Quantification and statistical analysis

All measurements were taken from distinct biological samples. Unless otherwise noted, all statistical analyses were performed using GraphPad Prism (version 9) and tests described in the figure legends. In the case of multiple groups, a one- or two-way ANOVA with post-hoc tests were used to determine statistical significance. When only two groups were compared, nonparametric Mann–Whitney tests were used to determine statistical significance. Gene expression and metabolomic heatmaps were plotted as Z-scores using R(4.0.3) and ComplexHeatmap (2.6.2). The species-by-species *t*-test was applied for metabolomics data to identify the top differentially regulated metabolites that passed the nominal threshold p-values. For multiple comparisons, the Sidak procedure was used for false discovery rate (FDR) correction. Statistical analysis of energy balance was performed by ANCOVA with lean body mass as a co-variate (Mina et al., 2018). No statistical method was used to predetermine sample size. Unblinded analysis of histology was performed by the investigators. All data are expressed as mean ± SEM, unless otherwise specified.

### Materials availability

This study did not generate new unique reagents. The authors declare that reagents utilized are available upon reasonable request to the corresponding author.

## Data Availability

All data generated or analyzed during this study are included in the manuscript and supporting files. RNA-sequencing data have been deposited in GEO under accession code GSE206200. Numerical data used to generate the figures are attached as source data files to each figure. Figure 5 - Source Data 2 and Figure 6 - Source Data 2 contain Western blot scans. The following dataset was generated: MasschelinPM SahaPK OchsnerSA CoxAR KimK FelixJB SharpR LiX TanL ParkJ WangL PutluriV LorenziPL SunZ KaipparettuB PutluriN MooreDD SummersSA McKennaNJ HartigSM 2022Vitamin B2 enables PPARa regulation of fasting glucose availabilityNCBI Gene Expression OmnibusGSE20620010.7554/eLife.84077PMC1032853037417957

## References

[bib1] Alecu I, Tedeschi A, Behler N, Wunderling K, Lamberz C, Lauterbach MAR, Gaebler A, Ernst D, Van Veldhoven PP, Al-Amoudi A, Latz E, Othman A, Kuerschner L, Hornemann T, Bradke F, Thiele C, Penno A (2017). Localization of 1-Deoxysphingolipids to mitochondria induces mitochondrial dysfunction. Journal of Lipid Research.

[bib2] Anonymous (1977). Report of the American Institute of Nurtition ad hoc Committee on Standards for Nutritional Studies. The Journal of Nutrition.

[bib3] Ashrafian H, Czibik G, Bellahcene M, Aksentijević D, Smith AC, Mitchell SJ, Dodd MS, Kirwan J, Byrne JJ, Ludwig C, Isackson H, Yavari A, Støttrup NB, Contractor H, Cahill TJ, Sahgal N, Ball DR, Birkler RID, Hargreaves I, Tennant DA, Land J, Lygate CA, Johannsen M, Kharbanda RK, Neubauer S, Redwood C, de Cabo R, Ahmet I, Talan M, Günther UL, Robinson AJ, Viant MR, Pollard PJ, Tyler DJ, Watkins H (2012). Fumarate is cardioprotective via activation of the Nrf2 antioxidant pathway. Cell Metabolism.

[bib4] Balasubramaniam S, Christodoulou J, Rahman S (2019). Disorders of riboflavin metabolism. Journal of Inherited Metabolic Disease.

[bib5] Beach RS, Mantero-Atienza E, Shor-Posner G, Javier JJ, Szapocznik J, Morgan R, Sauberlich HE, Cornwell PE, Eisdorfer C, Baum MK (1992). Specific nutrient abnormalities in asymptomatic HIV-1 infection. AIDS.

[bib6] Bideyan L, Nagari R, Tontonoz P (2021). Hepatic transcriptional responses to fasting and feeding. Genes & Development.

[bib7] Bissig-Choisat B, Alves-Bezerra M, Zorman B, Ochsner SA, Barzi M, Legras X, Yang D, Borowiak M, Dean AM, York RB, Galvan NTN, Goss J, Lagor WR, Moore DD, Cohen DE, McKenna NJ, Sumazin P, Bissig K-D (2021). A human liver Chimeric mouse model for non-alcoholic fatty liver disease. JHEP Reports.

[bib8] Bougarne N, Weyers B, Desmet SJ, Deckers J, Ray DW, Staels B, De Bosscher K (2018). Molecular actions of PPARα in lipid metabolism and inflammation. Endocrine Reviews.

[bib9] Brocker CN, Yue J, Kim D, Qu A, Bonzo JA, Gonzalez FJ (2017). Hepatocyte-specific PPARA expression exclusively promotes agonist-induced cell proliferation without influence from Nonparenchymal cells. American Journal of Physiology. Gastrointestinal and Liver Physiology.

[bib10] Chaurasia B, Tippetts TS, Mayoral Monibas R, Liu J, Li Y, Wang L, Wilkerson JL, Sweeney CR, Pereira RF, Sumida DH, Maschek JA, Cox JE, Kaddai V, Lancaster GI, Siddique MM, Poss A, Pearson M, Satapati S, Zhou H, McLaren DG, Previs SF, Chen Y, Qian Y, Petrov A, Wu M, Shen X, Yao J, Nunes CN, Howard AD, Wang L, Erion MD, Rutter J, Holland WL, Kelley DE, Summers SA (2019). Targeting a Ceramide double bond improves insulin resistance and hepatic steatosis. Science.

[bib11] Chopra AR, Louet J-F, Saha P, An J, Demayo F, Xu J, York B, Karpen S, Finegold M, Moore D, Chan L, Newgard CB, O’Malley BW (2008). Absence of the SRC-2 coactivator results in a Glycogenopathy resembling von Gierke’s disease. Science.

[bib12] Cotter DG, Ercal B, d’Avignon DA, Dietzen DJ, Crawford PA (2014). Impairments of hepatic Gluconeogenesis and Ketogenesis in PPARα-deficient neonatal mice. American Journal of Physiology. Endocrinology and Metabolism.

[bib13] DeLany JP, Horgan A, Gregor A, Vockley J, Harding CO, Gillingham MB (2023). Resting and total energy expenditure of patients with long-chain fatty acid oxidation disorders (LC-Faods). Molecular Genetics and Metabolism.

[bib14] Fenton PF, Cowgill GR (1947). The nutrition of the Mouse; a difference in the riboflavin requirements of two highly inbred strains. The Journal of Nutrition.

[bib15] Fouty B, Frerman F, Reves R (1998). Riboflavin to treat nucleoside analogue-induced lactic acidosis. Lancet.

[bib16] Friederich MW, Elias AF, Kuster A, Laugwitz L, Larson AA, Landry AP, Ellwood-Digel L, Mirsky DM, Dimmock D, Haven J, Jiang H, MacLean KN, Styren K, Schoof J, Goujon L, Lefrancois T, Friederich M, Coughlin CR, Banerjee R, Haack TB, Van Hove JLK (2020). Pathogenic variants in SQOR Encoding sulfide:Quinone Oxidoreductase are a potentially treatable cause of Leigh disease. Journal of Inherited Metabolic Disease.

[bib17] Gai Z, Gui T, Alecu I, Lone MA, Hornemann T, Chen Q, Visentin M, Hiller C, Hausler S, Kullak-Ublick GA (2020). Farnesoid X receptor activation induces the degradation of hepatotoxic 1-Deoxysphingolipids in non-alcoholic fatty liver disease. Liver International.

[bib18] Goncalves MD, Hwang S-K, Pauli C, Murphy CJ, Cheng Z, Hopkins BD, Wu D, Loughran RM, Emerling BM, Zhang G, Fearon DT, Cantley LC (2018). Fenofibrate prevents Skeletal muscle loss in mice with lung cancer. PNAS.

[bib19] Hammerschmidt P, Ostkotte D, Nolte H, Gerl MJ, Jais A, Brunner HL, Sprenger HG, Awazawa M, Nicholls HT, Turpin-Nolan SM, Langer T, Krüger M, Brügger B, Brüning JC (2019). Cers6-derived Sphingolipids interact with Mff and promote mitochondrial fragmentation in obesity. Cell.

[bib20] Harding HP, Zhang Y, Zeng H, Novoa I, Lu PD, Calfon M, Sadri N, Yun C, Popko B, Paules R, Stojdl DF, Bell JC, Hettmann T, Leiden JM, Ron D (2003). An integrated stress response regulates amino acid metabolism and resistance to oxidative stress. Molecular Cell.

[bib21] Houten SM, Violante S, Ventura FV, Wanders RJA (2016). The Biochemistry and physiology of mitochondrial fatty acid Β-oxidation and its genetic disorders. Annual Review of Physiology.

[bib22] Huang J, Iqbal J, Saha PK, Liu J, Chan L, Hussain MM, Moore DD, Wang L (2007). Molecular characterization of the role of orphan receptor small Heterodimer partner in development of fatty liver. Hepatology.

[bib23] Ip E, Farrell G, Hall P, Robertson G, Leclercq I (2004). Administration of the potent Pparalpha agonist, Wy-14,643, reverses nutritional fibrosis and Steatohepatitis in mice. Hepatology.

[bib24] Jackevicius CA, Tu JV, Ross JS, Ko DT, Carreon D, Krumholz HM (2011). Use of fibrates in the United States and Canada. JAMA.

[bib25] Joseph SE, Heaton N, Potter D, Pernet A, Umpleby MA, Amiel SA (2000). Renal glucose production compensates for the liver during the Anhepatic phase of liver transplantation. Diabetes.

[bib26] Kabat GC, Miller AB, Jain M, Rohan TE (2008). Dietary intake of selected B vitamins in relation to risk of major cancers in women. British Journal of Cancer.

[bib27] Kersten S, Seydoux J, Peters JM, Gonzalez FJ, Desvergne B, Wahli W (1999). Peroxisome Proliferator-activated receptor alpha mediates the adaptive response to fasting. The Journal of Clinical Investigation.

[bib28] Kersten S, Mandard S, Escher P, Gonzalez FJ, Tafuri S, Desvergne B, Wahli W (2001). The peroxisome Proliferator-activated receptor alpha regulates amino acid metabolism. FASEB Journal.

[bib29] Kettner NM, Voicu H, Finegold MJ, Coarfa C, Sreekumar A, Putluri N, Katchy CA, Lee C, Moore DD, Fu L (2016). Circadian homeostasis of liver metabolism suppresses Hepatocarcinogenesis. Cancer Cell.

[bib30] Kim KH, Choi JM, Li F, Dong B, Wooton-Kee CR, Arizpe A, Anakk S, Jung SY, Hartig SM, Moore DD (2019). Constitutive Androstane receptor differentially regulates bile acid homeostasis in Mouse models of Intrahepatic cholestasis. Hepatology Communications.

[bib31] Koh E-H, Chernis N, Saha PK, Xiao L, Bader DA, Zhu B, Rajapakshe K, Hamilton MP, Liu X, Perera D, Chen X, York B, Trauner M, Coarfa C, Bajaj M, Moore DD, Deng T, McGuire SE, Hartig SM (2018). miR-30A Remodels subcutaneous Adipose tissue inflammation to improve insulin sensitivity in obesity. Diabetes.

[bib32] Lee SS, Pineau T, Drago J, Lee EJ, Owens JW, Kroetz DL, Fernandez-Salguero PM, Westphal H, Gonzalez FJ (1995). Targeted disruption of the alpha Isoform of the peroxisome Proliferator-activated receptor gene in mice results in abolishment of the pleiotropic effects of peroxisome proliferators. Molecular and Cellular Biology.

[bib33] Lee JM, Wagner M, Xiao R, Kim KH, Feng D, Lazar MA, Moore DD (2014). Nutrient-sensing nuclear receptors coordinate Autophagy. Nature.

[bib34] Luukkonen PK, Zhou Y, Sädevirta S, Leivonen M, Arola J, Orešič M, Hyötyläinen T, Yki-Järvinen H (2016). Hepatic Ceramides dissociate steatosis and insulin resistance in patients with non-alcoholic fatty liver disease. Journal of Hepatology.

[bib35] Mina AI, LeClair RA, LeClair KB, Cohen DE, Lantier L, Banks AS (2018). Calr: A web-based analysis tool for indirect Calorimetry experiments. Cell Metabolism.

[bib36] Montagner A, Polizzi A, Fouché E, Ducheix S, Lippi Y, Lasserre F, Barquissau V, Régnier M, Lukowicz C, Benhamed F, Iroz A, Bertrand-Michel J, Al Saati T, Cano P, Mselli-Lakhal L, Mithieux G, Rajas F, Lagarrigue S, Pineau T, Loiseau N, Postic C, Langin D, Wahli W, Guillou H (2016). Liver PPARα is crucial for whole-body fatty acid homeostasis and is protective against NAFLD. Gut.

[bib37] Muthusamy T, Cordes T, Handzlik MK, You L, Lim EW, Gengatharan J, Pinto AFM, Badur MG, Kolar MJ, Wallace M, Saghatelian A, Metallo CM (2020). Serine restriction alters Sphingolipid diversity to constrain tumour growth. Nature.

[bib38] Niopek K, Üstünel BE, Seitz S, Sakurai M, Zota A, Mattijssen F, Wang X, Sijmonsma T, Feuchter Y, Gail AM, Leuchs B, Niopek D, Staufer O, Brune M, Sticht C, Gretz N, Müller-Decker K, Hammes H-P, Nawroth P, Fleming T, Conkright MD, Blüher M, Zeigerer A, Herzig S, Berriel Diaz M (2017). A hepatic Gabp-AMPK axis links inflammatory signaling to systemic vascular damage. Cell Reports.

[bib39] Ochsner SA, Abraham D, Martin K, Ding W, McOwiti A, Kankanamge W, Wang Z, Andreano K, Hamilton RA, Chen Y, Hamilton A, Gantner ML, Dehart M, Qu S, Hilsenbeck SG, Becnel LB, Bridges D, Ma’ayan A, Huss JM, Stossi F, Foulds CE, Kralli A, McDonnell DP, McKenna NJ (2019). The signaling pathways project, an integrated 'Omics Knowledgebase for mammalian cellular signaling pathways. Scientific Data.

[bib40] Oshida K, Vasani N, Thomas RS, Applegate D, Rosen M, Abbott B, Lau C, Guo G, Aleksunes LM, Klaassen C, Corton JC (2015). Identification of Modulators of the nuclear receptor peroxisome Proliferator-activated receptor Α (PPARα) in a mouse liver gene expression compendium. PLOS ONE.

[bib41] Pang Z, Chong J, Zhou G, de Lima Morais DA, Chang L, Barrette M, Gauthier C, Jacques P-É, Li S, Xia J (2021). Metaboanalyst 5.0: Narrowing the gap between raw spectra and functional insights. Nucleic Acids Research.

[bib42] Park M, Kaddai V, Ching J, Fridianto KT, Sieli RJ, Sugii S, Summers SA (2016). A role for Ceramides, but not Sphingomyelins, as antagonists of insulin signaling and mitochondrial metabolism in C2C12 Myotubes. The Journal of Biological Chemistry.

[bib43] Patel VR, Eckel-Mahan K, Sassone-Corsi P, Baldi P (2012). Circadiomics: integrating circadian genomics, transcriptomics, proteomics and metabolomics. Nature Methods.

[bib44] Powers HJ (2003). Riboflavin (vitamin B-2) and health. The American Journal of Clinical Nutrition.

[bib45] Powers HJ (2005). Interaction among folate, riboflavin, genotype, and cancer, with reference to colorectal and Cervical cancer. The Journal of Nutrition.

[bib46] Puri P, Mirshahi F, Cheung O, Natarajan R, Maher JW, Kellum JM, Sanyal AJ (2008). Activation and dysregulation of the unfolded protein response in Nonalcoholic fatty liver disease. Gastroenterology.

[bib47] Rinaldo P, Matern D, Bennett MJ (2002). Fatty acid oxidation disorders. Annual Review of Physiology.

[bib48] Rivlin RS (1970). Riboflavin metabolism. The New England Journal of Medicine.

[bib49] Robinson BH (2006). Lactic Acidemia and mitochondrial disease. Molecular Genetics and Metabolism.

[bib50] Rodgers JT, Lerin C, Haas W, Gygi SP, Spiegelman BM, Puigserver P (2005). Nutrient control of glucose homeostasis through a complex of PGC-1Alpha and Sirt1. Nature.

[bib51] Rolfe DF, Brown GC (1997). Cellular energy utilization and molecular origin of Standard metabolic rate in mammals. Physiological Reviews.

[bib52] Saha PK, Kojima H, Martinez-Botas J, Sunehag AL, Chan L (2004). Metabolic adaptations in the absence of Perilipin: Increased beta-oxidation and decreased hepatic glucose production associated with peripheral insulin resistance but normal glucose tolerance in Perilipin-null mice. The Journal of Biological Chemistry.

[bib53] Satapati S, Kucejova B, Duarte JAG, Fletcher JA, Reynolds L, Sunny NE, He T, Nair LA, Livingston KA, Fu X, Merritt ME, Sherry AD, Malloy CR, Shelton JM, Lambert J, Parks EJ, Corbin I, Magnuson MA, Browning JD, Burgess SC (2015). Mitochondrial metabolism mediates oxidative stress and inflammation in fatty liver. The Journal of Clinical Investigation.

[bib54] Scholtes C, Giguère V (2022). Transcriptional control of energy metabolism by nuclear receptors. Nature Reviews. Molecular Cell Biology.

[bib55] Sciacovelli M, Gonçalves E, Johnson TI, Zecchini VR, da Costa ASH, Gaude E, Drubbel AV, Theobald SJ, Abbo SR, Tran MGB, Rajeeve V, Cardaci S, Foster S, Yun H, Cutillas P, Warren A, Gnanapragasam V, Gottlieb E, Franze K, Huntly B, Maher ER, Maxwell PH, Saez-Rodriguez J, Frezza C (2016). Fumarate is an epigenetic modifier that elicits epithelial-to-Mesenchymal transition. Nature.

[bib56] Seminotti B, Grings M, Glänzel NM, Vockley J, Leipnitz G (2023). Peroxisome Proliferator-activated receptor (PPAR) agonists as a potential therapy for inherited metabolic disorders. Biochemical Pharmacology.

[bib57] Seo J, Fortuno ES, Suh JM, Stenesen D, Tang W, Parks EJ, Adams CM, Townes T, Graff JM (2009). Atf4 regulates obesity, glucose homeostasis, and energy expenditure. Diabetes.

[bib58] Shi H, Wang X, Li F, Gerlach BD, Yurdagul A, Moore MP, Zeldin S, Zhang H, Cai B, Zheng Z, Valenti L, Tabas I (2022). Cd47-SIRPα axis blockade in NASH promotes Necroptotic hepatocyte clearance by liver Macrophages and decreases hepatic fibrosis. Science Translational Medicine.

[bib59] Shimano H, Horton JD, Shimomura I, Hammer RE, Brown MS, Goldstein JL (1997). Isoform 1C of Sterol regulatory element binding protein is less active than Isoform 1A in livers of transgenic mice and in cultured cells. The Journal of Clinical Investigation.

[bib60] signaling-pathways-project (2023). Software Heritage.

[bib61] Sinal CJ, Tohkin M, Miyata M, Ward JM, Lambert G, Gonzalez FJ (2000). Targeted disruption of the nuclear receptor FXR/BAR impairs bile acid and lipid homeostasis. Cell.

[bib62] Stec DE, Gordon DM, Hipp JA, Hong S, Mitchell ZL, Franco NR, Robison JW, Anderson CD, Stec DF, Hinds TD (2019). Loss of hepatic PPARα promotes inflammation and serum hyperlipidemia in diet-induced obesity. American Journal of Physiology. Regulatory, Integrative and Comparative Physiology.

[bib63] Steele H, Gomez-Duran A, Pyle A, Hopton S, Newman J, Stefanetti RJ, Charman SJ, Parikh JD, He L, Viscomi C, Jakovljevic DG, Hollingsworth KG, Robinson AJ, Taylor RW, Bottolo L, Horvath R, Chinnery PF (2020). Metabolic effects of Bezafibrate in mitochondrial disease. EMBO Molecular Medicine.

[bib64] Treberg JR, Quinlan CL, Brand MD (2011). Evidence for two sites of superoxide production by mitochondrial NADH-Ubiquinone Oxidoreductase (complex I). The Journal of Biological Chemistry.

[bib65] Tzoulaki I, Patel CJ, Okamura T, Chan Q, Brown IJ, Miura K, Ueshima H, Zhao L, Van Horn L, Daviglus ML, Stamler J, Butte AJ, Ioannidis JPA, Elliott P (2012). A nutrient-wide Association study on blood pressure. Circulation.

[bib66] van Zutphen T, Ciapaite J, Bloks VW, Ackereley C, Gerding A, Jurdzinski A, de Moraes RA, Zhang L, Wolters JC, Bischoff R, Wanders RJ, Houten SM, Bronte-Tinkew D, Shatseva T, Lewis GF, Groen AK, Reijngoud D-J, Bakker BM, Jonker JW, Kim PK, Bandsma RHJ (2016). Malnutrition-associated liver steatosis and ATP depletion is caused by Peroxisomal and mitochondrial dysfunction. Journal of Hepatology.

[bib67] Vockley J, Ensenauer R (2006). Isovaleric Acidemia: New aspects of genetic and Phenotypic heterogeneity. American Journal of Medical Genetics. Part C, Seminars in Medical Genetics.

[bib68] Wall JS, Steele R, De bodo RC, Altszuler N (1957). Effect of insulin on utilization and production of circulating glucose. The American Journal of Physiology.

[bib69] Ward PS, Patel J, Wise DR, Abdel-Wahab O, Bennett BD, Coller HA, Cross JR, Fantin VR, Hedvat CV, Perl AE, Rabinowitz JD, Carroll M, Su SM, Sharp KA, Levine RL, Thompson CB (2010). The common feature of leukemia-associated Idh1 and Idh2 mutations is a Neomorphic enzyme activity converting alpha-Ketoglutarate to 2-Hydroxyglutarate. Cancer Cell.

[bib70] Waskowicz LR, Zhou J, Landau DJ, Brooks ED, Lim A, Yavarow ZA, Kudo T, Zhang H, Wu Y, Grant S, Young SP, Huat BB, Yen PM, Koeberl DD (2019). Bezafibrate induces Autophagy and improves hepatic lipid metabolism in Glycogen storage disease type IA. Human Molecular Genetics.

[bib71] Xu J, Li D, Lv J, Xu X, Wen B, Lin P, Liu F, Ji K, Shan J, Li H, Li W, Zhao Y, Zhao D, Pok JY, Yan C (2018). ETFDH mutations and Flavin Adenine Dinucleotide homeostasis disturbance are essential for developing riboflavin-responsive multiple Acyl-coenzyme a Dehydrogenation deficiency. Annals of Neurology.

[bib72] Xu Y, Zhu Y, Hu S, Xu Y, Stroup D, Pan X, Bawa FC, Chen S, Gopoju R, Yin L, Zhang Y (2021). Hepatocyte nuclear factor 4Α prevents the steatosis-to-NASH progression by regulating P53 and bile acid signaling (in mice). Hepatology.

[bib73] Yang CS, McCormick DB (1967). Degradation and excretion of riboflavin in the rat. The Journal of Nutrition.

[bib74] Yang L, Garcia Canaveras JC, Chen Z, Wang L, Liang L, Jang C, Mayr JA, Zhang Z, Ghergurovich JM, Zhan L, Joshi S, Hu Z, McReynolds MR, Su X, White E, Morscher RJ, Rabinowitz JD (2020). Serine catabolism feeds NADH when respiration is impaired. Cell Metabolism.

[bib75] Yavarow ZA, Kang H-R, Waskowicz LR, Bay B-H, Young SP, Yen PM, Koeberl DD (2020). Fenofibrate rapidly decreases hepatic lipid and Glycogen storage in neonatal mice with Glycogen storage disease type IA. Human Molecular Genetics.

[bib76] Ye J, Mancuso A, Tong X, Ward PS, Fan J, Rabinowitz JD, Thompson CB (2012). Pyruvate kinase M2 promotes de novo Serine synthesis to sustain Mtorc1 activity and cell proliferation. PNAS.

# Supplementary material for: Vitamin B2 enables regulation of fasting glucose availability
**Source:** eLife. 2023 Jul 7;12:e84077. doi: 10.7554/eLife.84077
**Supplement:** Figure 2—source data 2. — Data are mean ± SEM. The number of animals in each group is indicated in parentheses. Statistical significance (p) was determined by Mann-Whitney tests.

|  | **Cholesterol** | **TGs** | **Lactate** | **FFA** | **b-HB** | **Glycerol** |
| --- | --- | --- | --- | --- | --- | --- |
|  | **(mg/dl)** | **(mg/dl)** | **(mM)** | **(μM)** | **(mM)** | **(μM)** |
| 99% Ctrl | 146.5 ± 7.2 (5) | 100.9 ± 6.7 (5) | 4.5 ± 0.5 (5) | 994.1 ± 84.9 (5) | 0.19 ± 0.02 (5) | 105.4 ± 15.4 (5) |
| 99% B2D | 134.3 ± 11.0 (4) | 126.6 ± 17.7 (4) | 6.4 ± 0.4 (4) | 1128.5 ± 39.0 (5) | 0.27 ± 0.03 (5) | 134.0 ± 13.3 (4) |
| p | 0.36 | 0.18 | 0.18 | 0.15 | 0.08 | 0.22 |
| Ctrl + FF | 181.6 ± 16.5 (5) | 40.7 ± 3.9 (5) | 3.3 ± 0.5 (5) | 1136.3 ± 120 (5) | 0.22 ± 0.02 (5) | 99.3 ± 10.4 (5) |
| B2D + FF | 194.1 ± 26.7 (5) | 39.4 ± 3.8 (5) | 3.7 ± 0.5 (4) | 1142.6 ± 118 (5) | 0.13 ± 0.03 (5) | 76.6 ± 10.6 (5) |
| p | 0.70 | 0.82 | 0.82 | 0.84 | **0.04** | 0.16 |

# Supplementary material for: Vitamin B2 enables regulation of fasting glucose availability
**Source:** eLife. 2023 Jul 7;12:e84077. doi: 10.7554/eLife.84077
**Supplement:** Figure 2—source data 3. — Data are mean ± SEM. The number of animals in each group is indicated in parentheses. Statistical significance (p) was determined by Mann–Whitney tests.

|  | **TGs (mg/g)** | | | **Cholesterol (mg/g)** | |
| --- | --- | --- | --- | --- | --- |
|  |  | **p** | |  | **p** |
| 99% Ctrl | 22.4 ± 2.1 (4) | | **0.05** | 1.1 ± 0.2 (4) | 0.26 |
| 99% B2D | 32.08 ± 3.45 (3) | |  | 0.8 ± 0.1 (4) |  |
|  |  |  | |  |  |
| Ctrl + FF | 8.3 ± 1.4 (4) | 0.24 | | 0.7 ± 0.1 (4) | **0.02** |
| B2D + FF | 11.8 ± 2.3 (4) |  | | 0.2 ± 0.1 (4) |  |

# Supplementary material for: Vitamin B2 enables regulation of fasting glucose availability
**Source:** eLife. 2023 Jul 7;12:e84077. doi: 10.7554/eLife.84077
**Supplement:** Supplementary file 1.

|  | **90% Ctrl** | **90% Deficient** |
| --- | --- | --- |
| Research Diets Name | AIN-93G Diet | AIN-93G Diet With No Added Riboflavin |
| Research Diets Number | D10012G | D12030102 |
| **Riboflavin Concentration** | **0.00698 g/kg** | **0.00098 g/kg** |
| **Formula** | **g/kg** | **g/kg** |
| Casein (0.00049g/kg riboflavin) | 200 | 200 |
| L-Cystine | 3 | 3 |
| Sucrose | 100 | 100 |
| Corn Starch | 397.486 | 397.486 |
| Maltodextrin 10 | 132 | 132 |
| Cellulose | 50 | 50 |
| Soybean Oil | 70 | 70 |
| t-butyrlhydroquinone | 0.014 | 0.014 |
| Choline Bitartrate | 2.5 | 2.5 |
| Mineral Mix S10022G | 35 | 35 |
| Vitamin Mix V10037 (0.006 g/kg Riboflavin) | 10 | 0 |
| Vitamin Mix V15920, No Added Riboflavin | 0 | 10 |
| **% kcal from** |  |  |
| Protein | 20.3 | 20.3 |
| Carbohydrates | 63.9 | 63.9 |
| Fat | 7 | 7 |
| Kcal/g | 4 | 4 |

# Supplementary material for: Vitamin B2 enables regulation of fasting glucose availability
**Source:** eLife. 2023 Jul 7;12:e84077. doi: 10.7554/eLife.84077
**Supplement:** Supplementary file 2.

|  | **99% Ctrl** | **99% Deficient (B2D)** |
| --- | --- | --- |
| Research Diets Name | Modified AIN-93G Diet With L-Amino Acids | Modified AIN-93G Diet With L-Amino Acids and No Added Riboflavin |
| Research Diets Number | A18041301 | A19080901 |
| **Riboflavin Concentration** | **0.006 g/kg** | **0 g/kg** |
| **Formula** | **g/kg** | **g/kg** |
| L-Alanine | 5 | 5 |
| L-Arginine | 5.9 | 5.9 |
| L-Asparagine, monohydrate | 7 | 7 |
| L-Aspartic Acid | 5 | 5 |
| L-Cysteine | 4.2 | 4.2 |
| L-Glutamic Acid | 20.7 | 20.7 |
| L-Glutamine | 17.1 | 17.1 |
| Glycine | 3 | 3 |
| L-Histidine-HCl, monohydrate | 4.5 | 4.5 |
| L-Isoleucine | 7.5 | 7.5 |
| L-Leucine | 15.7 | 15.7 |
| L-Lysine, HCl | 13.1 | 13.1 |
| L-Methionine | 5 | 5 |
| L-Phenylalanine | 8.4 | 8.4 |
| L-Proline | 17.6 | 17.6 |
| L-Serine | 9.9 | 9.9 |
| L-Threonine | 7.1 | 7.1 |
| L-Tryptophan | 2.1 | 2.1 |
| L-Tyrosine | 9.1 | 9.1 |
| L-Valine | 9.2 | 9.2 |
| Sucrose | 107.0777 | 107.0777 |
| Corn Starch | 397.486 | 397.486 |
| Maltodextrin 10 | 132 | 132 |
| Cellulose | 50 | 50 |
| Soybean Oil | 70 | 70 |
| t-butyrlhydroquinone | 0.014 | 0.014 |
| Calcium Carbonate | 7.34 | 7.34 |
| Potassium Citrate 1, monohydrate | 2.4773 | 2.4773 |
| Potassium Phosphate, monobasic | 6.86 | 6.86 |
| Calcium Phosphate, dibasic | 7 | 7 |
| Sodium Chloride | 2.59 | 2.59 |
| Sodium Bicarbonate | 7.5 | 7.5 |
| Choline Bitartrate | 2.5 | 2.5 |
| Mineral Mix S10022C | 3.5 | 3.5 |
| Vitamin Mix V10037 (0.006 g/kg Riboflavin) | 10 | 0 |
| Vitamin Mix V15920, No added riboflavin | 0 | 10 |
| **% kcal from** |  |  |
| Protein | 18 | 18 |
| Carbohydrates | 65.9 | 65.9 |
| Fat | 7.1 | 7.1 |
| Kcal/g | 3.924 | 3.924 |

# Supplementary material for: Vitamin B2 enables regulation of fasting glucose availability
**Source:** eLife. 2023 Jul 7;12:e84077. doi: 10.7554/eLife.84077
**Supplement:** Supplementary file 3.

| **Antibody** | **Company** | **Catalog Number** | **RRID** |
| --- | --- | --- | --- |
| Hsp90 | Cell Signaling | C45G5 | AB_2233307 |
| Gcn2 | Cell Signaling | 3302 | AB_2277617 |
| p-Eif2a | Cell Signaling | 9721 | AB_330951 |
| Eif2a | Santa Cruz Biotech | Sc133132 | AB_1562699 |
| Atf4 | Cell Signaling | 11815 | AB_2616025 |
| Total OXPHOS Rodent Cocktail | Abcam | Ab110413 | AB_2629281 |
| Rabbit HRP | Cell Signaling | 7074S | AB_2099233 |
| Mouse HRP | Cell Signaling | 7076P2 | AB_330924 |

How the deposited data were processed for this re-analysis (not part of the article)

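Livers of 10 male mice without fenofibrate (5 Ctrl and 5 B2D, 4 wk of diet) and of 8 with fenofibrate (4 Ctrl+FF and 4 B2D+FF, 9 wk of diet) were profiled by RNA-seq, 1 library per mouse. The authors prepared mRNA libraries, sequenced paired ends, aligned the reads with STAR to the mouse genome build mm10, counted reads per gene with featureCounts, tested genes with DESeq2 and scored Hallmark sets by GSEA. They deposited a table of FPKM values per experiment, with each gene's Ensembl identifier, name, type, length and GRCm38 coordinates. The methods call the values RPKM and the tables FPKM. In both tables the values times gene length were whole multiples of 1 step in every library, so the reads behind each value were recovered from the step. Total reads divided out of the FPKM by the authors matched median-of-ratios size factors times the geometric mean of the totals in each table, with a ratio of 1 over 13772 and 15249 genes, so each table was normalized on its own. Libraries were matched to mice by the mouse numbers in the column names and sample labels, and mice are numbered here from 1 within each group in the order of those numbers.

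The values were used as deposited. Genes with a mean FPKM of at least 0.5 in the libraries of a fit were tested on log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (linear model per gene, moderated with a trend), each table fitted alone, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The difference of the B2D effect between the experiments was tested as a contrast in 1 fit of all 18 libraries. Fold changes on the log2(FPKM + 1) scale understate the change of genes with low values. Flavoprotein genes among the genes past the threshold were tested by Fisher's exact test, two-sided, against all genes tested. The 14 gene lists (flavoproteins, PPARα targets, fatty acid oxidation, cytochrome P450 and xenobiotic metabolism, interferon response, complement, TNFα and NF-κB, hypoxia, epithelial-mesenchymal transition and matrix, ATF4 and ISR, gluconeogenesis and glycolysis, cholesterol synthesis, mitochondrially encoded oxidative phosphorylation, and circadian genes) were written from general knowledge, and lists with at least 10 tested genes were tested by camera with a preset correlation of 0.01. The 32 genes of Figure 6e were tested by exact Mann–Whitney tests. The samples, the main tests, the 14 lists, the rule for naming genes and the alternatives were fixed before the data were examined, except where the text says that a gene, list or test was chosen later, and limma voom on the recovered reads was added after seeing the data. The genes named are those the paper names, the 5 largest rises and falls among named protein-coding genes past the threshold whose groups do not overlap, the flavoprotein genes past the threshold, up to 5 members of each list past its threshold with the smallest adjusted p, and genes that handle riboflavin. The lists of genes that differ between male and female liver were written after the data were seen, so their p-values are not given. Those of the lists of cell, zone and riboflavin handling genes under fry were adjusted together with them within each comparison.

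The alternatives were a pseudocount of 0.1, no filter or a mean FPKM of at least 5, rescaling to one upper quartile (the 75th percentile), quantile normalization, limma array weights, unadjusted p-values, a log2 fold change of at least 0.58 in size, all 4 groups in 1 fit, protein-coding genes as background, fry and camera with an estimated correlation, Reactome pathways, and each library left out in turn. With 200 genes changed by a log2 fold change of 1 in simulated data, the test recovered 99.5% of them with 10 false calls among 11575 genes without fenofibrate, and 97% with 13 among 11883 with fenofibrate. The contrast between the experiments recovered 89.9% of 386 changed genes with 13 false calls among 11009. In these simulations genes varied independently with a dispersion of 0.02, and the changed genes had a mean FPKM of at least 5. The rates therefore do not carry over to genes that vary more between mice or have a lower FPKM. Library depth (from 15320729 to 21898502 reads) limits genes with few reads, and a level of 3 reads was taken as the floor below which a fold is a lower bound. Reads were not analysed here, nor were the GO, Hallmark and motif collections, ChIP-seq data or quantitative PCR of the paper, and the values of some genes are not reported here.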

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

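The tests for female mice, summed Mup genes, multi-copy genes among genes with a different B2D effect, and few reads behind outlying values were chosen only after the result was seen.

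Among named genes, 9 of 184 groups of 4 or 5 mice held a mouse far from the others, where chance gives about 9.20. Without fenofibrate these were Sqor in B2D 2 (11.6 FPKM), Ppara in Ctrl 4 (53.0), Prodh2 in Ctrl 5 (56.7), and Ndrg1 (2.19) and Fgf21 (10.9) in B2D 4. With fenofibrate they were Ndufv1 (77.0) and Fmo2 (6.70) in B2D+FF 2, Ivd in Ctrl+FF 1 (47.7) and Ppara in Ctrl+FF 2 (60.0). Few reads do not account for them, since 0 of them came from a gene with a group median under 30 reads, nor does 1 odd library, since no library held more than 2 and they came from 7. No biological explanation was tested.

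The effect of B2D differed between the experiments for 16 of 11031 genes in a limma contrast of both diet effects (7 lower and 9 higher with fenofibrate, Benjamini-Hochberg adjusted), against 1313 at an unadjusted p under 0.05. The difference was 2.81 for Slc25a4, -6.68 for Mup12, -1.10 for Adam11, 0.78 for Dnpep, 1.63 for Maff, 2.06 for Cd24a, -3.35 for Mup3, -0.99 for Gypc, -0.96 for Slc30a10, -0.93 for Camk1d, 1.17 for Cbr1 and 1.84 for Gstp1, on the log2(FPKM + 1) scale. The other four were Rps4l, Gm28439, Gm34934 and Gstp-ps. As many genes came from 3 of 100 splits of both tables, the real one included, and the largest number from another split was 50. Of the 16 genes, 5 are pseudogenes, Mup genes or genes with a pseudogene named after them (Rps4l, Gm28439, Gstp-ps, Mup3 and Mup12), a class drawn up after these genes were seen, so their number tests nothing. Reads of copies assigned differently between the tables are a candidate explanation for these genes, which cannot be told apart from a different effect of B2D. For all 16 genes, fenofibrate, the longer diet and the separate run of the libraries change together, so their parts cannot be separated, and a real dependence on fenofibrate stays open.

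Genes on the lists that differ between male and female liver moved toward the female level in B2D. These lists were written after the data were seen, so neither other splits of the mice nor further members of the lists can test them. In B2D against Ctrl, the median log2 fold change was 0.91 for genes higher in female liver (21 of 24 rose), -1.45 for genes higher in male liver (27 of 29 fell) and -2.70 for Mup genes (9 of 9 fell). In B2D+FF against Ctrl+FF it was 0.56 (18 of 23 rose), -0.74 (22 of 26 fell) and -4.42 (9 of 9 fell) for the same lists. Of the 38, 33 and 9 listed genes, 17, 21 and 8 were past the threshold in a comparison and 13, 12 and 0 were on another list. The gap between the medians of both directions was as large in 1 of 100 splits without fenofibrate and 1 of 35 with it, the diets themselves, and of the members past the threshold in neither comparison, 13 of 17 tested moved in their list's direction without fenofibrate and 13 of 17 with it, in sets of tested members that were not the same. Genes listed with the diets in view could give both values, so the shift cannot be told apart from the choice of members.

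Female mice are excluded, because the highest Xist FPKM of any library was 0.0321 without and 0.0188 with fenofibrate, while Ddx3y was from 14.3 to 21.2 and from 12.0 to 15.8. Reads moved between Mup copies would leave their sum unchanged, but the summed FPKM of 48 Mup genes had a log2 ratio of -1.80 in B2D, from 16334 (12201 to 21286) to 4705 (2243 to 7279), and of -3.45 in B2D+FF, from 12090 (5902 to 21084) to 1108 (664 to 1572). Rescaling moved the median of all genes only between -0.032 and 0.021. A candidate explanation is that B2D weakens the male pattern of liver transcription, which stays open beside the choice of members and was not tested against food intake, body weight or hormones.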

How the results depend on the processing

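Of the tests below, limma voom on recovered reads was chosen after seeing the data. No paired analysis was possible because each mouse number occurs in one group only.

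Of 216 values of 12 results that answer a comparison, 155 kept their direction and side of the threshold, 30 were weaker, 20 stronger and 11 reversed. For named genes 340 of 368 values kept both, 14 were weaker, 6 stronger and 8 reversed, and for gene lists 196 of 252 kept both, 39 were weaker, 5 stronger and 12 reversed. Causes were not tested except where stated.

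The counts of genes past the threshold moved by over 1.5 times in a few settings. Without a filter they were 67 in B2D and 272 in B2D+FF, over more genes tested. At an unadjusted p they were 2124 and 2519, as the looser threshold sets. With all 4 groups in 1 fit, B2D had 727, and B2D+FF had 885 with array weights and 299 with a log2 fold change of at least 0.58, which the added condition sets. Upper-quartile rescaling shifted the B2D+FF split to 366 lower and 223 higher genes, from 263 and 266. In limma voom there were 403 and 742 genes. Leaving out each library gave from 98 (without Ctrl 4) to 332 genes in B2D (10 fits) and from 175 (without Ctrl+FF 1) to 596 in B2D+FF (8 fits).

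The flavoprotein odds ratio among genes lower in B2D passed the threshold at a mean FPKM of at least 5 (3.15), with array weights (3.86), in limma voom (3.05) and at an unadjusted p (3.05), and ran from 1.00 (without B2D 4) to 3.65 (without B2D 1) with a library left out. Among genes higher in B2D it reversed at an unadjusted p (0.659) and ran from 2.28 to 9.08, past the threshold in 3 of 10 fits, those without Ctrl 1, Ctrl 2 or Ctrl 4. Among genes lower in B2D+FF it reversed with no filter (0), at a mean FPKM of at least 5 (0.732), after quantile normalization (0.782) and with a log2 fold change of at least 0.58 (0.636), passed at an unadjusted p (1.97), and ran from 0 (without Ctrl+FF 1, and without B2D+FF 4) to 1.40. Among genes higher in B2D+FF it did not pass at a mean FPKM of at least 5 (1.45), with array weights (1.67), at an unadjusted p (1.60) or with a log2 fold change of at least 0.58 (2.73), and ran from 2.73 to 4.24, with 3.01 and an exact p of 0.150 without Ctrl+FF 2.

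Of the gene lists, 10 passed in B2D and 7 in B2D+FF under camera. In B2D, 5 passed at a mean FPKM of at least 5, 0 with an estimated correlation (3 at an unadjusted p under 0.05) and 3 under fry. In B2D+FF, 1 passed with an estimated correlation. Among Reactome pathways, 29 and 43 passed, out of many more sets. Leaving out a library gave from 6 (without B2D 2) to 11 lists in B2D and from 6 to 9 in B2D+FF. Besides the calls given with their lists, the ATF4 and ISR list in B2D had a limma camera adjusted p of 0.0610 without B2D 1, and in B2D+FF cholesterol synthesis passed without B2D+FF 2 (0.0493) or B2D+FF 3 (0.00260) and fatty acid oxidation without B2D+FF 2 (0.00220).

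For gene lists, direction is the one camera or fry gives from the test statistics of the list, which can differ in sign from the median log2 fold change when that is near 0. It reversed in 12 values, of which the median kept its sign in 9, and in 8 others the sign of the median alone changed. The medians where it reversed in B2D, with the library left out that gave the highest adjusted p, were -0.028 for epithelial-mesenchymal transition and -0.012 for PPARα targets. In B2D+FF they were 0.0071 (no filter) and -0.0045 (array weights) for circadian genes, 0.0053 for fatty acid oxidation with a library left out, and 0.056 for the mitochondrially encoded genes after quantile normalization. For flavoproteins they were 0.0049 (no filter), 0.0057 (array weights), 0.0023 (fry) and 0.021 (a library left out), and for P450 genes 0.024 (mean FPKM of at least 5) and 0.018 (a library left out). The genes that changed sign were small too. In B2D, Ppara was 0.0020 and Pck1 0.027 after upper-quartile rescaling, and with a library left out Ppara was 0.048, Pck1 0.070, Rxra -0.044 and Gapdh -0.023. In B2D+FF, Slc52a2 was 0.048 with array weights and 0.14 with a library left out.

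For the genes of Figure 6e in B2D, 5 passed at an unadjusted exact p and 3 in limma adjusted over the list alone, where none passed by the Mann–Whitney test adjusted over the list, and leaving out a library gave 0 in all fits. In B2D+FF leaving out a library was not run, because 4 mice against 3 cannot reach an exact p under 0.05. The difference of the B2D effect between the experiments held for 6 genes at a mean FPKM of at least 5, all among the 16, for 112 with array weights, which included all 16, for 1313 at an unadjusted p, and for 8 (without Ctrl+FF 2) to 44 (without B2D 1) with a library left out. The correlation of both B2D effects across genes ran from 0.277 to 0.384 with a library left out and was at the threshold without B2D+FF 2 (0.308).

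Thinning changed the counts of genes little. After every library was thinned to the smallest total, 524 genes passed in B2D+FF against 529 at full depth (495 in common), so the deeper B2D+FF libraries do not account for the calls, and 298 passed in B2D against 313 (279 in common). Psat1 without fenofibrate was below the filter on low FPKM and was not tested by limma.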

Differences from the paper's values

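None of these comparisons was chosen only after the result was seen, apart from limma voom. Flavoprotein genes were enriched 2.41-fold among genes lower in B2D, and the paper's value is about 4 in Fig. 2g, read by eye, for a list of genes that was not the one used here. Of the alternatives set before the data were examined, no filter (4.19, from 1 flavoprotein gene among 49, exact p = 0.213), a mean FPKM of at least 5 (2.82), array weights (3.51) and leaving out B2D 1 (3.40) or B2D 2 (2.79) came within 1.5 times of the paper's value, as did limma voom (2.87), which was chosen after seeing the values. A gap of more than 1.5 times remained with a pseudocount of 0.1 (2.47), upper-quartile rescaling (2.08), quantile normalization (2.23), an unadjusted p (2.50), a log2 fold change of at least 0.58 (1.25) and protein-coding genes as background (2.44), and with any other library left out.

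The paper lists Ivd among genes repressed by B2D, and it was lower here without passing the threshold (limma adjusted p = 0.0505). Ivd passed with array weights, in 1 of the 10 fits that left out a library, and at an unadjusted limma p under 0.05. The paper marks Atf4 and Ddit4 as higher in B2D+FF in Fig. 6e, where they had an exact Mann–Whitney p of 0.0571 here, also on the Z-scores of the paper, and a limma adjusted p of 0.0935 and 0.0896. The legend of Fig. 6 also gives a mark with a looser limit than 0.05. An exact Mann–Whitney p of 0.0571 is within that limit, so this result may not differ from the paper's. At an unadjusted limma p under 0.05 Atf4 and Ddit4 both passed, Ddit4 passed with array weights, and each passed in 1 of the 8 fits that left out a library. The paper names epithelial-mesenchymal transition among gene sets of B2D in Fig. 6c, and the list of epithelial-mesenchymal transition and matrix genes passed here neither in the alternatives nor with any mouse left out (limma camera adjusted p = 0.530, over alternatives from 0.0981 to 0.982). The paper finds PPARα target genes among those lower in B2D, and here none of the PPARα target list passed the threshold, with 7 lower and 11 higher at an unadjusted limma p under 0.05. Hao1 and Gulo, labelled in Figure 3b as PPARα-regulated, are not on that list and were lower past the threshold. The list's median log2 fold change was 0.0012 (limma camera adjusted p = 0.491), and after quantile normalization the list passed in the higher direction, at 0.14 (limma camera adjusted p = 0.00199, in a range of 0.00199 to 0.994 over the alternatives).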

Other observations

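The tests of Kupffer markers and of splits behind the correlation of both experiments were chosen only after the result was seen.

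Other splits of the mice were refitted as a check on the counts. Of the splits of the 10 mice without fenofibrate, 1 of 100 gave as many genes past the threshold as the diets, the real one, and the others had a median of 0 and at most 10. Of those of the 8 mice with fenofibrate, 1 of 35 did, and the others had at most 2. Splits cannot test the flavoprotein genes among the genes past the threshold, because the other splits had too few genes past it and no flavoprotein gene among them. As many came from 1 of 100 (lower) and 1 of 100 (higher) splits without fenofibrate and 1 of 35 and 1 of 35 with it, the diets themselves. For gene lists, 4 of 100 splits without fenofibrate gave as many lists past the camera threshold, with a median of 5 lists in the others, and 14 of 35 did with fenofibrate, with a median of 6 and at most 10. The number of lists past the camera threshold with fenofibrate is thus what other groupings of the mice give, and single lists are better read from their own splits.

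The B2D effects with and without fenofibrate had a Spearman correlation of 0.336 and a Pearson correlation of 0.513 across 11031 genes, which are not independent replicates. As large a Spearman correlation in size came from 2 of 100 splits of both tables, the real one included (largest other 0.386, median 0.105). Of the genes past the threshold, 78 were in both experiments, 60 lower and 17 higher in both and 1 in opposite directions. Both experiments share the diet, and no reason for the correlation was tested.

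Some lists the paper does not discuss moved in B2D against Ctrl. The mitochondrially encoded genes of oxidative phosphorylation were higher for 13 of 13 (median 0.37, limma camera adjusted p = 2.92e-05, fry 0.106, 18 of 100 splits as small), with none past the threshold over all genes, 5 adjusted over the list alone and 8 at an unadjusted p under 0.05. The share of reads from the mitochondrial genome was from 5.22 to 6.59% in Ctrl and from 5.82 to 9.41% in B2D. Cholesterol synthesis was lower for 21 of 23 genes (median -0.29, limma camera adjusted p = 2.83e-04, fry 0.156, 32 of 100 splits as small) and circadian genes for 13 of 16 (median -0.33, limma camera adjusted p = 0.00394, fry 0.0532, 7 of 100 splits as small). Both lost their call at a mean FPKM of at least 5, with a limma camera adjusted p of 0.0610 and 0.0610. ATF4 and ISR genes were higher for 30 of 40 without fenofibrate too (median 0.17, limma camera adjusted p = 0.00235, fry 0.0839, 15 of 100 splits as small), with 2 past the threshold, Atf5 and Sesn2. Gluconeogenesis and glycolysis genes did not pass (22 of 37 higher, limma camera adjusted p = 0.225), except after quantile normalization (0.00656 in limma, in a range of 0.00656 to 0.820 over the alternatives). The difference of these lists between the experiments was not tested.

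In B2D+FF against Ctrl+FF, the interferon list was lower for 63 of 68 genes (median -0.26, limma camera adjusted p = 3.63e-12, fry 0.0254, 4 of 35 splits as small) and complement for 28 of 33 (median -0.22, limma camera adjusted p = 5.28e-09, fry 0.0128, 1 of 35). Hypoxia was higher for 56 of 75 (median 0.23, limma camera adjusted p = 9.83e-07, fry 3.79e-04, 1 of 35) and TNFα for 53 of 67 (median 0.34, limma camera adjusted p = 3.92e-06, fry 0.0221, 4 of 35). The camera adjusted p in limma was 0.102 for cholesterol synthesis, 0.357 for fatty acid oxidation, 0.357 for the mitochondrially encoded genes, 0.683 for P450 genes, 0.683 for epithelial-mesenchymal transition genes and 0.820 for circadian genes.

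The tested genes of riboflavin handling did not pass over all genes in either experiment. The log2 fold changes with and without fenofibrate were 0.33 and 0.19 for Rfk, 0.31 and 0.14 for Flad1 and -0.0043 and 0.20 for Slc52a2 (limma fry adjusted p = 0.0497 and 0.0360 for the set). The fry adjustment was made together with the lists written after the data were seen, whose small p-values make it milder. The unadjusted limma camera p of the set was 0.0786 and 0.0607, past the threshold in neither experiment. Reactome pathways, matched through 6854 of 7111 gene identifiers, had as their top sets in B2D the complement cascade (-0.30, limma camera adjusted p = 6.36e-05, lower) and mitochondrial translation termination (-0.15, limma camera adjusted p = 6.36e-05, lower), and in B2D+FF the TCA cycle and respiratory electron transport (0.21, limma camera adjusted p = 6.15e-09, higher).

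Cell and zone markers were listed without regard to these values. In B2D the Kupffer markers had a median of -0.19 (limma fry adjusted p = 0.441), 5 of 6 falling, with Clec4f going from 28.7 to 20.4 FPKM (limma adjusted p = 0.0412) and Cd5l from 34.0 to 28.5 (limma adjusted p = 0.366), while Marco rose from 2.12 to 4.87. Fewer Kupffer cells in the B2D liver are a candidate explanation for the lower interferon genes, but the markers move both ways, so this cannot be told apart from lower expression in the same cells. Of the Kupffer markers, 0 of 6 are on another list, against 4 of 8 periportal, 2 of 8 pericentral and 1 of 5 cholangiocyte markers. In the other cell types of B2D the medians were 0.052 (limma fry adjusted p = 0.453) for endothelial, -0.052 (limma fry adjusted p = 0.450) for stellate (4 of 6 on another list) and -0.22 (limma fry adjusted p = 0.450) for cholangiocyte markers. In B2D+FF they were -0.28 (limma fry adjusted p = 0.558) for Kupffer, -0.060 (limma fry adjusted p = 0.937) for endothelial and -0.14 (limma fry adjusted p = 0.558) for stellate markers. Markers of the pericentral zone had -0.26 (limma fry adjusted p = 0.441) in B2D and -0.13 (limma fry adjusted p = 0.613) in B2D+FF, and of the periportal zone 0.0051 (limma fry adjusted p = 0.651) and 0.44 (limma fry adjusted p = 0.120).

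The tables differ in Gapdh and in processed pseudogenes, between libraries that also differ in fenofibrate, diet length and run. Gapdh was from 233 to 412 FPKM in the Ctrl and B2D libraries and from 1.28 to 31.4 in those with fenofibrate, and processed pseudogenes took from 0.0519 to 0.0656% against from 0.382 to 0.530% of the reads. Reads of multi-copy genes assigned differently between the tables are a candidate explanation. Pseudogenes named after a gene rose between Ctrl and Ctrl+FF (110 of 116, median log2 ratio 1.70), but the 252 parent genes did not fall as a set (125 fell, median 0.0095, against -0.031 in random lists). Processed pseudogenes took at most 0.530% of the reads, so reads moved to them could lower single parent genes without lowering that median. The median of the parent genes therefore cannot decide. Like Gapdh, the single genes Rpl7a, Rpl21 and Hnrnpa3 fell from Ctrl to Ctrl+FF, with log2 ratios of -1.82, -2.16 and -2.97. The different assignment of reads thus cannot be told apart from another difference between the tables. Levels across the tables of multi-copy genes are therefore uncertain.

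The Z-scores of Figure 6e matched these FPKM values in each of the 32 genes of both experiments (correlation of 1 per gene). With fenofibrate, 18 genes were centred without the last mouse and 14 on all mice, which leaves the differences between groups unchanged.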
